# DSP-0509, a systemically available TLR7 agonist, exhibits combination effect with immune checkpoint blockade by activating anti-tumor immune effects

**DOI:** 10.3389/fimmu.2023.1055671

**Published:** 2023-01-30

**Authors:** Yosuke Ota, Yasuhiro Nagai, Yuko Hirose, Seiji Hori, Erina Koga-Yamakawa, Ken Eguchi, Kentaro Sumida, Masashi Murata, Hiroki Umehara, Setsuko Yamamoto

**Keywords:** TLR7 agonist, DSP-0509, check point blocker, combination, effector memory T cell

## Abstract

TLR7 is an innate immune receptor that recognizes single-stranded RNAs, and its activation leads to anti-tumor immune effects. Although it is the only approved TLR7 agonist in cancer therapy, imiquimod is allowed to be administered with topical formulation. Thus, systemic administrative TLR7 agonist is expected in terms of expanding applicable cancer types. Here, we demonstrated the identification and characterization of DSP-0509 as a novel small-molecule TLR7 agonist. DSP-0509 is designed to have unique physicochemical features that could be administered systemically with a short half-life. DSP-0509 activated bone marrow-derived dendritic cells (BMDCs) and induced inflammatory cytokines including type I interferons. In the LM8 tumor-bearing mouse model, DSP-0509 reduced tumor growth not only in subcutaneous primary lesions but also in lung metastatic lesions. DSP-0509 inhibited tumor growth in several syngeneic tumor-bearing mouse models. We found that the CD8^+^ T cell infiltration of tumor before treatment tended to be positively correlated with anti-tumor efficacy in several mouse tumor models. The combination of DSP-0509 with anti-PD-1 antibody significantly enhanced the tumor growth inhibition compared to each monotherapy in CT26 model mice. In addition, the effector memory T cells were expanded in both the peripheral blood and tumor, and rejection of tumor re-challenge occurred in the combination group. Moreover, synergistic anti-tumor efficacy and effector memory T cell upregulation were also observed for the combination with anti-CTLA-4 antibody. The analysis of the tumor-immune microenvironment by using the nCounter assay revealed that the combination of DSP-0509 with anti-PD-1 antibody enhanced infiltration by multiple immune cells including cytotoxic T cells. In addition, the T cell function pathway and antigen presentation pathway were activated in the combination group. We confirmed that DSP-0509 enhanced the anti-tumor immune effects of anti-PD-1 antibody by inducing type I interferons *via* activation of dendritic cells and even CTLs. In conclusion, we expect that DSP-0509, a new TLR7 agonist that synergistically induces anti-tumor effector memory T cells with immune checkpoint blockers (ICBs) and can be administered systemically, will be used in the treatment of multiple cancers.

## Introduction

Toll like receptors (TLRs) are one class of the pattern-recognition receptors (PRRs) and play critical roles in infectious disease elimination through pathogen-associated molecular pattern (PAMP) recognition leading to activation of innate and subsequently adaptive immunity (1–3). Compared with other TLRs, TLR3, 7, 8, and 9 are located on endosomes (4). Among TLRs, TLR7 is predominantly expressed on the endosomes of plasmacytoid dendritic cells (pDCs), B cells, and monocytes (5, 6) and it is the TLR that recognizes viral single-stranded RNAs and activate innate immunity (7). TLR7 signal activation using MYD88 as an adaptor protein is reported to trigger anti-tumor immunity by stimulating secretion of inflammatory cytokines such as IL-6 and IL-12 in a NF-kB dependent manner, which are downstream transcription factors, leading to the secretion of type-1 interferons *via* IRF7 (8, 9). Imiquimod is the only approved TLR7 agonist indicated for basal cell carcinoma to date (10, 11). Though several TLR7 agonists are currently in clinical trials, most of compounds are developed as an intratumoral strategy of administration to attenuate systemic immune adverse effects (12). However, in terms of expanding application to other cancer types and anti-tumor immunity to metastatic tumors, the development of systemically administered TLR7 agonists is expected (13). Recently, immune checkpoint blockers, including anti-PD-1/PD-L1 antibodies and anti-CTLA-4 antibodies, have been applied clinically in the treatment of several cancer types. Because of its durable anti-tumor effects, immune checkpoint blocker immunotherapy has replaced conventional cancer therapy as the standard therapy for many types of cancer (14). Although the anti-tumor effect of immune checkpoint blockers is considerable, there is still a medical need to improve the efficacy of these blockers in some patients, as they lose their potency in some patients due to the development of tumor resistance to the anti-tumor effect (15–17). Combined therapy with immunotherapeutic agents is considered one way to enhance the effect of these immune checkpoint blockers. TLR7 agonists enhance antigen-presenting function by acting on antigen-presenting cells (APCs) and this activity promises to be additive/synergistic to the activity of concomitant immune checkpoint blockers, including anti-PD-1/PD-L1 and anti-CTLA-4 antibodies currently used in the clinic (18–20), and therefore, we have focused on combinations with immune checkpoint blockers as promising drug discovery targets. Here, we report DSP-0509 as a novel intravenous injectable small molecule TLR7 agonist which is designed to be rapidly excrete from body to reduce side effects as well as strong anti-tumor activity additively or synergistically combined with immune checkpoint blockers. These data support continued clinical evaluation of DSP-0509 as a combination therapy with immune checkpoint blockers.

## Results

### DSP-0509 exhibited TLR7 selective agonistic activity

Here, we investigated DSP-0509 as a new small-molecule TLR7 agonist. The chemical structure of DSP-0509 is shown on **Figure 1A**. DSP-0509 has a pyrimidine scaffold and differs from previously reported TLR7 agonists that have an imidazoquinoline scaffold including imiquimod. When the TLR-agonistic activity of DSP-0509 was examined using NF-kB/SEAP/293 cells stably expressing human TLR7, TLR8, or mouse TLR7, DSP-0509 exhibited agonistic activity in both cells expressing human TLR7 with an EC50 of 515 nM and cells expressing murine TLR7 with an EC50 of 33 nM. It is reported that substrate recognition by TLR8 was similar to substrate recognition by TLR7 (21, 22), and most previously reported TLR7 agonists including R848 had TLR8 agonistic activity as well (23). However, DSP-0509 at up to 10 μM showed no agonistic activity against TLR8 (**Figure 1B**). These results indicated that DSP-0509 exhibited TLR7 selective agonistic activity. Since it has been reported that TLR7 is predominantly expressed in pDCs, we investigated whether DSP-0509 activates bone marrow-derived dendritic cells (BMDCs) differentiated from murine bone marrow cells. Cells were harvested 60 and 120 minutes after the addition of 1 μM DSP-0509 to analyze the expression levels of immune-related mRNA by qPCR. DSP-0509 induced the secretion of cytokines including type-I interferons and the elevation of MHC class II expression. This suggested that DSP-0509 led to the activation of dendritic cells through the TLR7 of BMDCs (**Figure 1C**). Furthermore, we investigated the effect of DSP-0509 in human primary pDC. Cells were harvested 4 h after the addition of sequential dose of DSP-0509. The concentration of IFNα in supernatant was analyzed by ELISA. DSP-0509 induced IFNα dose dependent manner (**Figure 1D**). In order to confirm the pharmacokinetics of DSP-0509, blood concentrations of DSP-0509 over time were analyzed in CT26 tumor-bearing mice after administration of a 5 mg/kg i.v. bolus of the compound. The results showed that the DSP-0509 level in blood decreased to below the lower limit of quantification after 6 h. The body half-life of DSP-0509 was calculated to be 0.69 h, which revealed that it was excreted from the body very rapidly. The relatively low volume of distribution (2.2 L/kg) revealed that DSP-0509 has pharmacokinetic properties with low tissue distribution and rapid excretion from the body (**Figure 1E**).

**Figure 1:**
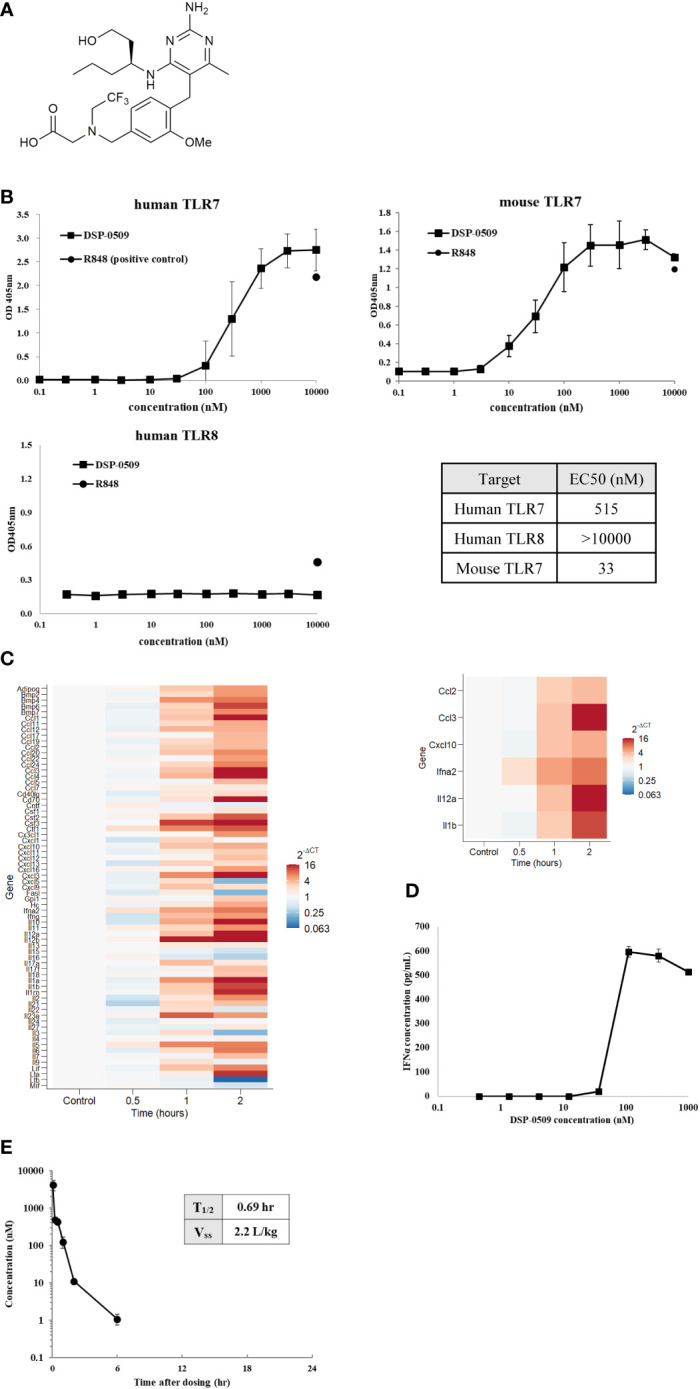
DSP-0509 exhibited TLR7 selective agonistic activity **(A)** Chemical structure of DSP-0509. **(B)** TLR7/NF-κB/SEAP HEK 293 or TLR8/NF-κB/SEAP HEK 293 cells were treated with increasing concentrations of DSP-0509. Fluorescence in the supernatants was evaluated 19-24 h after compound addition. The values are mean ± S.E.M. **(C)** BMDCs were incubated with 1 μM DSP-0509 and collected after 1 h or 2 h and cytokine and chemokine levels were measured by qRT-PCR. **(D)** Human primary pDC were incubated with DSP-0509 for 4 h. IFNα concentration in supernatant was measured by ELISA. The values are the mean ± S.E.M. **(E)** Pharmacokinetics analysis was conducted in the CT26 cell-bearing Balb/c mouse. 5 mg/kg of DSP-0509 was administered intravenously. Blood was collected over time up to 24 h after administration. DSP-0509 concentration was determined by LC-MS/MS.

### DSP-0509 induced systemic cytokine response in TLR7 dependent manner

To assess if DSP-0509 activates TLR7 *in vivo*, cytokines and chemokines were measured in the CT26-bearing mouse model after i.v. bolus administration of 1 mg/kg DSP-0509. All measured cytokine and chemokine levels were increased 2 h after administration and had returned to baseline 24 h after administration (**Figure 2A**). Since IFNα induction has been reported as a hallmark of pDCs activation *in vivo*, we evaluated plasma cytokine concentration after administering a 5 mg/kg i.v. bolus of DSP-0509 to verify whether DSP-0509 exhibits TLR7 agonistic activity *in vivo*. In wild-type mice, marked increases in IFNα, TNFα, and IP-10 concentration were detected in the blood 2 h after DSP-0509 administration, whereas secretions of these cytokines were dramatically attenuated in TLR7 knockout mice (**Figure 2B**). These findings indicated that DSP-0509 activates downstream transcription factors *via* TLR7 in DCs, leading to cytokine-induction both *in vitro* and *in vivo*. It is reported that repeated TLR7 stimulation makes cytokine response weaker due to the tolerance (24). Thus, we assessed IFNα induction after second dosing at 1, 3, 7 and 14 days after the first dose. Interestingly, IFNα induction after second dose was affected by dosing interval. 1 and 3 days interval after first dose was not sufficient for IFNα induction after second dose comparable to first dose (**Figure 2C**). Based on these we applied 7-days interval in the following *in vivo* study. We also evaluated cytokine induction in human whole blood. Human whole blood was incubated for 4 h in the presence of DSP-0509 or R848. Plasma concentration of IFNα2 was higher than that of TNFα or IL-6 in by DSP-0509 treatment. On the other hand, plasma concentration of IFNα2 was lower than that of TNFα or IL-6 in by R848 treatment (**Supplementary Figure 1**). These different cytokine profile would be explained by TLR7 selective profile of DSP-0509.

**Figure 2:**
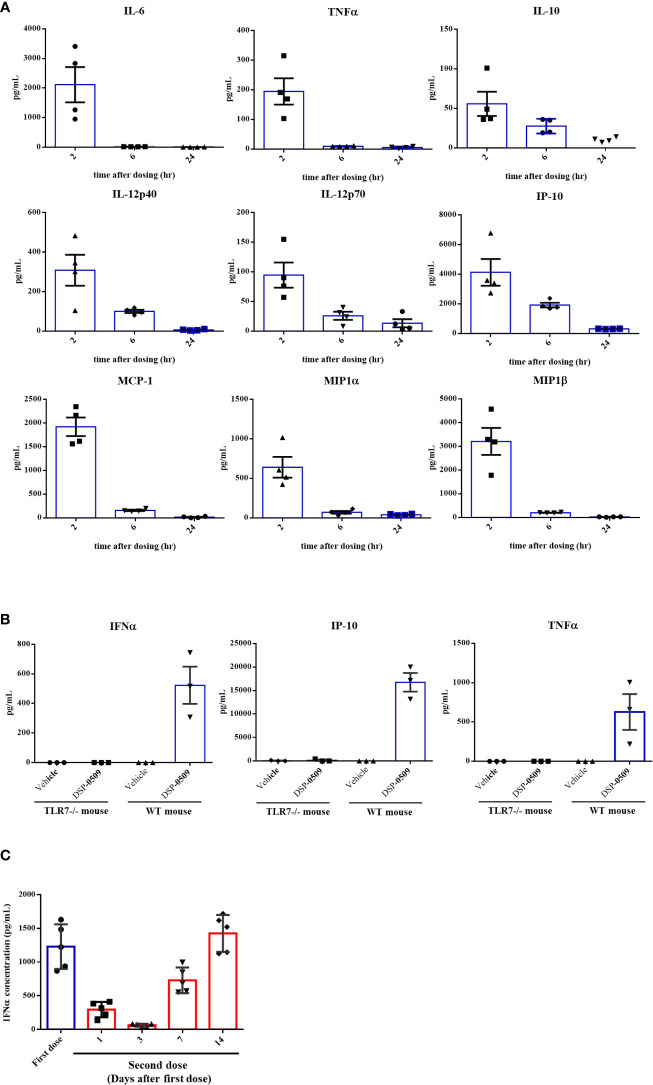
DSP-0509 induced systemic cytokine response in TLR7 dependent manner **(A)** CT26 cell-bearing Balb/c mice were treated with 1 mg/kg of DSP-0509 intravenously. Blood was collected after 2 h, 6 h, and 24 h respectively and the concentration of cytokines were measured by the Luminex assay. The values are the mean of 4 independent studies. **(B)** TLR7 KO mice or wild-type Balb/c mice were treated with 5 mg/kg of DSP-0509 intravenously. Blood was collected after 2 h and the concentration of IFNα was measured by ELISA and other cytokines were measured by the Luminex assay. The values are the mean ± S.E.M. of each group. **(C)** Balb/c mice were treated with 5 mg/kg of DSP-0509 intravenously at day 0 as a first dose and on day 1, 3, 7, or 14 as the second administration, and whole plasma was collected 2 h after the last administration. Plasma IFNα was measured by ELISA. The values are the mean ± S.E.M. of each group (n=5/group).

### T cell-dependent anti-tumor effects were critical for *in vivo* efficacy of DSP-0509

As a next step, we evaluated the anti-tumor effects of DSP-0509 in syngeneic tumor-bearing mouse models as DSP-0509 was shown to have TLR7 agonistic activity and to activate the immune system *in vivo*. In a tumor-bearing mouse model subcutaneously implanted with LM8 mouse osteosarcoma cells, tumor growth was significantly suppressed in the group that received weekly i.v. bolus administration of DSP-0509 1 mg/kg compared with the vehicle treatment group (**Figure 3A**). Since LM8 cells are known to metastasize to the lung after subcutaneous transplantation (25), the effect of DSP-0509 on lung metastasis was evaluated by counting the number of nodules metastasized to the lung. The number of pulmonary metastatic nodules in the DSP-0509 treatment group was significantly lower than that in the vehicle treatment group (**Figure 3A**). To determine whether i.v. administration of DSP-0509 has superior anti-tumor activity against distal tumor compared to topical use of TLR7 agonist, CT26 cells were injected at both dorsal flanks, defined as “primary” and “secondary” tumor. Intravenous dosing of DSP-0509 reduced tumor growth in both primary and secondary tumors. On the other hand, applying imiquimod cream to primary tumor showed anti-tumor activity only in primary tumors (**Figure 3B**). These results indicated that i.v. administration of DSP-0509 inhibited not only the growth of the primary tumor but also its metastasis. To evaluate whether DSP-0509 directly induce immunogenicity in tumor cells, we evaluated the expression of PD-L1 and H2Kd on CT26 cells in the presence of DSP-0509. The expression of PD-L1 and H2Kd on CT26 was not increased by DSP-0509. On the other hand, the expression of PD-L1 and H2Kd was increased in the conditioned medium which is derived from spleen cells added with DSP-0509 (**Supplementary Figure 2**). These data indicated that DSP-0509 had no direct immunogenic or cytotoxic activity on tumor cells, but induced immunogenicity *via* immune cells. In the murine colorectal CT26 tumor-bearing mouse model, weekly i.v. bolus treatment with DSP-0509 5 mg/kg compared with control treatment resulted in significant tumor growth inhibition (**Figure 3C**). To clarify which immune cells contribute to this anti-tumor activity, DSP-0509 was evaluated in nude mice engrafted with CT26 cancer cells. DSP-0509 in these mice showed no clear tumor growth inhibitory activity (**Figure 3C**). Nude mice are T-cell deficient because they are athymic, suggesting that DSP-0509 shows T-cell-dependent tumor growth inhibition in CT26 models. To investigate whether the T cell-dependent anti-tumor effects identified in the CT26 model are applicable to other tumor-bearing models, we evaluated the tumor growth inhibitory activity of DSP-0509 in seven tumor-bearing mouse models. When given weekly, i.v. bolus DSP-0509 5 mg/kg had a significant tumor growth inhibitory effect in the A20, MC38, SCCVII, and EMT6 groups compared with the control group. On the other hand, there was no tumor-growth inhibitory effect in the Renca, 4T1, and LLC models (**Figure 3D**). To identify factors contributing to the differences in anti-tumor activity between these models, we isolated tumor-infiltrating lymphocytes (TILs) from each model at pre-treatment and analyzed CD8^+^ T cells by flow cytometry. The CD8^+^ T cell ratios in CD45^+^ cells from each tumor bearing model is summarized in **Figure 3E**. We found that anti-tumor activity of DSP-0509 tended to be stronger in the tumor-bearing mouse model with high CD8^+^ T cell infiltration and weaker in the tumor-bearing mouse model with low CD8^+^ T cell infiltration. These results suggested that infiltration of the tumor with CD8^+^ T cells at pre-treatment is one of the predictive factors for anti-tumor activity of DSP-0509.

**Figure 3:**
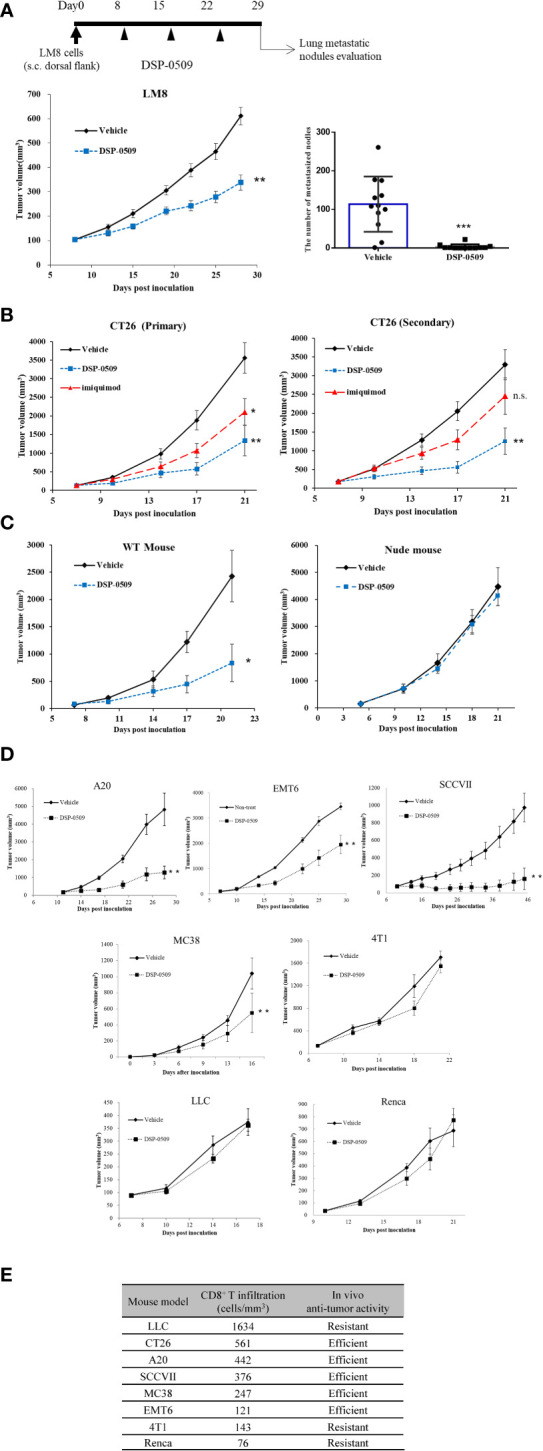
T cell-dependent anti-tumor effects were critical for *in vivo* efficacy of DSP-0509 **(A)** LM8 cells were inoculated in C3H mice. 1 mg/kg of DSP-0509 was administered i.v. once a week from day 8. The tumor volume is the mean ± S.E.M. of each group (n=12/group), and differences were evaluated by the Dunnett test (**P<0.01). The number of metastasized nodes in the lung was evaluated 28 days after inoculation. The values are mean ± S.E.M of each group and differences were determined by the t-test (***P<0.001). **(B)** CT26 cells were inoculated in the subcutaneous both right and left dorsal flanks of Balb/c mice. 5 mg/kg of DSP-0509 was administered i.v. once a week from Day 7. 5% imiquimod cream was applied to primary tumor 4 times a week. The values are the mean ± S.E.M. of each group (n=6/group), and differences were determined by the Dunnett test (*P<0.05) (**P<0.01). **(C)** CT26 cells were inoculated in the subcutaneous dorsal flanks of Balb/c mice and Balb/c nude mice. 5 mg/kg of DSP-0509 was administered i.v. once a week from Day 5. The values are the mean ± S.E.M. of each group (n=6/group), and differences were determined by the Dunnett test (*P<0.01). **(D)** Each cell line was inoculated in the subcutaneous dorsal flanks of the respective host mouse. 5 mg/kg of DSP-0509 was administered i.v. once a week. The tumor volume is the mean ± S.E.M. of each group, and differences were evaluated by the Dunnett test (**P<0.01) **(E)** The frequency of CD8^+^ T cell at the tumor site in each model was analyzed by flow cytometry. Tumors were collected on days 5-10 after inoculation. Efficient in the graph means DSP-0509 reduced tumor growth statistically significant in **Figure 3D**. ns, not significant.

### DSP-0509 in combination with anti-PD-1 antibody additively enhanced anti-tumor activity

Since the anti-tumor activity of DSP-0509 was dependent on CD8^+^ T cells, we next verified whether DSP-0509 combined with anti-PD-1 antibody enhances anti-tumor activity. In the subcutaneously injected CT26 mouse model, significant tumor growth inhibition was obtained after once-weekly administration of DSP-0509 (5 mg/kg i.v.) but not after twice-weekly administration of the anti-PD-1 antibody (200 μg i.p.). On the other hand, combining both treatments further enhanced the anti-tumor activity of each monotherapy alone (**Figure 4A**). In the combination group, one of eight mice showed complete tumor regression. When the combination of DSP-0509 with anti-PD-1 antibody was also examined in the 4T1 subcutaneous transplantation model, significant tumor growth inhibition was observed in the combination group but not in each monotherapy group (**Figure 4B**). We did not find obvious body weight reduction in both CT26 and 4T1 models (**Supplementary Figure 3**). Since the anti-tumor activity was enhanced by the combination of DSP-0509 with anti-PD-1 antibody in the CT26 model, we analyzed CD8^+^ T cells in TILs as well as in peripheral blood (**Figure 4C**). Tumors were collected after 3-week treatment with each compound or the combination and assessed the number of CD8^+^ T cells and effector memory T cells (CD62L^-^CD127^+^ cells) in TILs by flow cytometry. Both the number of CD8^+^ T cells and effector memory T cells were increased in the combination group (**Figure 4D**). Furthermore, we analyzed the effector memory CD8^+^ T cell ratio in CD8^+^ T cells. We found that the percentage of effector memory T cells in the CD8^+^ T cells was significantly increased in the combination treatment group compared to the vehicle and monotherapy groups, respectively (**Figure 4D**). In addition, we surgically resected tumors from mice that responded to treatment (defined as mice having tumor volumes less than 500 mm^3^ after 3-week treatment). When we evaluated peripheral blood by flow cytometry 3 weeks after tumor resection, we found that the percentage of effector memory T cells (CD62L^-^CD127^+^ cells) in the CD8^+^ T cells in peripheral blood was significantly increased in the combination treatment group compared to the vehicle and monotherapy groups, respectively (**Figure 4E**). Furthermore, we re-implanted CT26 cells to tumor resected mice and assessed tumor regrowth for 2 weeks and observed no tumor regrowth in all cases in the combination group (**Figure 4F**). We also assessed another population in PBMC. The percentage of Treg in CD4^+^ T cells (Foxp3^+^CD4^+^ cells) was not changed in any groups but the percentage of DC in CD3^-^ cells (CD11c^+^CD3^-^) was decreased in all groups compared to vehicle group (**Supplementary Figure 5**). In addition, lymph node analysis showed that the percentage of CD8^+^ T cells in CD3^+^ cells was increased in combination group compared to DSP-0509 group. Interestingly, the percentage of central memory T cells (CD62L^+^CD44^+^ cells) in CD8^+^ T cells was increased in the combination group compared to the vehicle and each monotherapy groups. We also found that the percentage of effector memory T cells (CD62L^-^CD44^+^ cells) in CD8^+^ T cells was decreased in all group compared to vehicle group (**Figure 4G**). The percentage of Treg was not changed in all group (**Supplementary Figure 5**). These results suggested that the combination of DSP-0509 with anti-PD-1 antibody significantly enhanced tumor growth inhibition in both the CT26 and 4T1 models. We showed that combination of DSP-0509 with anti-PD-1 antibody enhanced the infiltration of CD8^+^ T cells in tumor. The immune memory effect preventing the regrowth of re-implanted tumor in the combination treatment group can be partly explained by the increasing of effector memory T cell induction.

**Figure 4:**
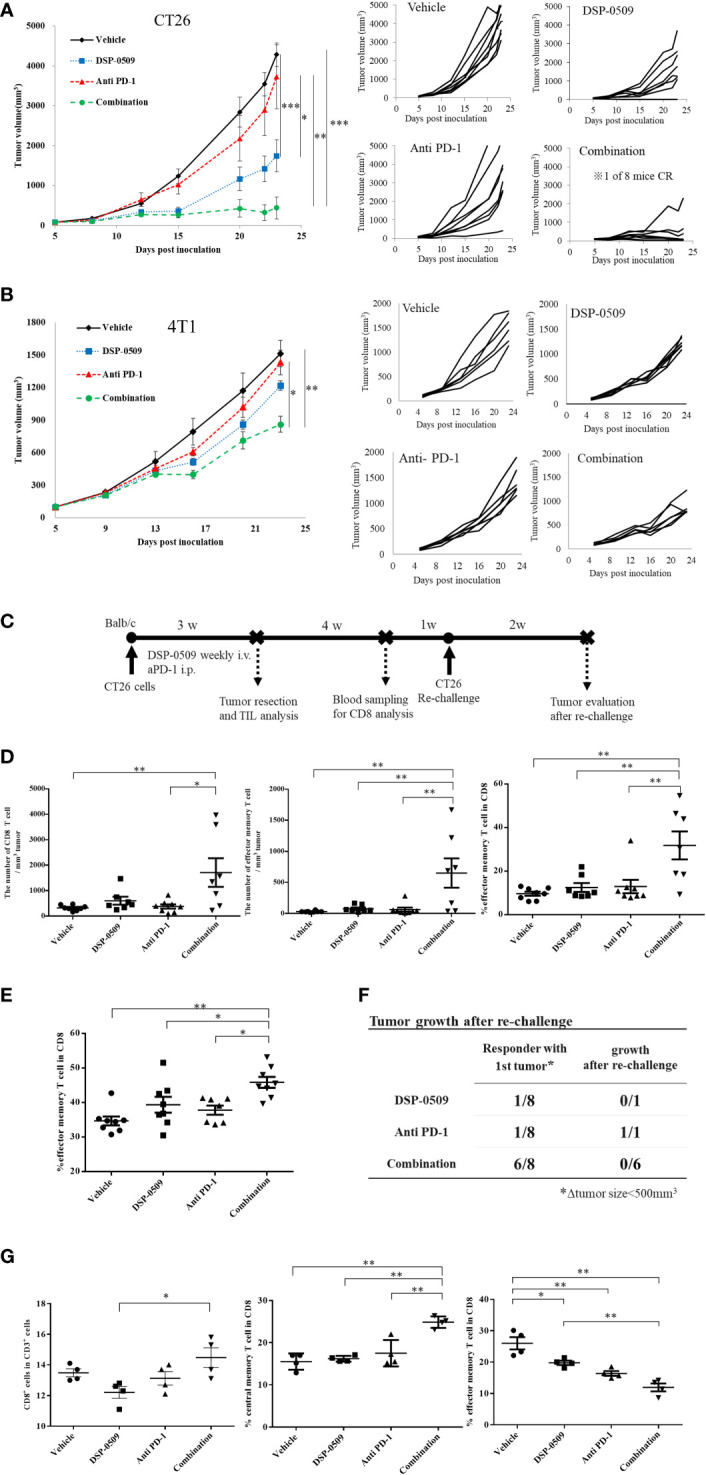
DSP-0509 in combination with anti-PD-1 antibody additively enhanced anti-tumor activity **(A)** CT26 tumor was inoculated subcutaneously into the dorsal flanks of Balb/c mice on day 0. 5 mg/kg of DSP-0509 was administered intravenously on days 5, 12, and 19. 200 µg/mouse of anti-PD-1 antibody (RMP1-14) was administered intraperitoneally on days 5, 8, 12, 15, and 19. The tumor volume is the mean ± S.E.M. of each group (n=8/group). Differences in the day-23 tumor volume were determined by the Tukey test (*P<0.05, **P<0.01, ***P<0.001). **(B)** The 4T1 tumor was inoculated subcutaneously into the dorsal flanks of Balb/c mice on day 0. 5 mg/kg of DSP-0509 was administered intravenously on days 6, 13, and 20. 200 µg/mouse of anti-PD-1 antibody (RMP1-14) was administered intraperitoneally on days 6, 9, 13, 16, and 20. Tumor volume is the mean ± S.E.M of each group (n=6/group). Differences in the day-23 tumor volume were determined by the Tukey test (*P<0.01, **P<0.001). **(C)** Study schedule. **(D)** The number of CD8^+^ T cells and effector memory T cells in TILs was analyzed flow cytometry. The frequency of effector memory T cells the CD8^+^ T cell population was analyzed by flow cytometry. The effector memory T cells were defined as CD62L^-^CD127^+^ cells in the CD8^+^ T cell gate. The value is the mean ± S.E.M. Differences were determined by the Tukey multiple comparison tests (*P<0.05, **P<0.01). **(E)** The frequency of effector memory T cells the CD8^+^ T cell population in peripheral blood lymphocytes was analyzed by flow cytometry. The effector memory T cells were defined as CD62L^-^CD127^+^ cells in the CD8^+^ T cell gate. The value is the mean ± S.E.M. Differences were determined by the Tukey multiple comparison tests (*P<0.05, **P<0.01) **(F)** Tumors that responded to treatment after 3 weeks (were less than 500 mm^3^ in diameter) were resected. Tumor-resected mice were rechallenged with CT26 cells after a recovery period of 5 weeks. The number of mice with tumor growth 2 weeks after rechallenge was assessed. **(G)** Lymph node profiling by flow cytometry. Lymph node was collected 2 h after second dose of DSP-0509. The percentage of central memory T cells and effector memory T cell in CD8^+^ T cells were defined as CD62L^+^CD44^+^ and CD62L^-^CD44^+^ respectively. The value is the mean ± S.E.M. Differences were determined by the Tukey multiple comparison tests (*P<0.05, **P<0.01).

### DSP-0509 in combination with anti-CTLA-4 antibody significantly enhanced anti-tumor activity

Since the combination of DSP-0509 and anti-PD-1 antibody enhanced anti-tumor activity, we next evaluated the anti-tumor activity of the combination with anti-CTLA-4 antibody, a different immune-checkpoint blocker from the anti-PD-1 antibody used clinically. CT26 subcutaneous inoculation model mice treated with DSP-0509 5 mg/kg i.v. weekly combined with anti-CTLA-4 antibody 200 μg i.p. twice weekly showed significant tumor growth inhibitory activity compared to the vehicle and anti-CTLA-4 antibody treated groups (**Figure 5A**). In addition, following tumor resection on day 26 and RNA extraction, the immune response in the tumor was examined by analyzing the IFNγ-related gene (26) using qRT-PCR. We found that Cxcl10, Stat1, Ido1, Gzmb, and Ifnγ expressions were increased in the combination treatment group compared to the vehicle group. The expression of H2ab1 and Tnfa tended to be increased in the combination group, but no statistical differences were observed (**Figure 5B**). Furthermore, we isolated TILs on day 26 from tumors and analyzed the effector memory T cells (CD62L^-^CD127^+^ cells) in the CD8^+^ T cells by flow cytometry and found that effector memory T cell infiltration was significantly enhanced in the combination treatment group compared to the vehicle treatment group (**Figure 5C**). We also evaluated absolute number of CD8^+^ T cells and effector memory T cells. These cell number tended to be increased in combination group but the difference was not statistically significant (**Supplementary Figure 6**). To investigate whether the combination of DSP-0509 and anti-CTLA-4 antibody enhances tumor growth inhibitory effects in other models, the combination was also investigated in 4T1 model mice. Although not significant in each monotherapy group, there was a significant tumor growth inhibitory effect in the combination group compared to the vehicle group (**Figure 5D**). Thus, we confirmed that DSP-0509 additively elevated tumor growth inhibition even in combination with anti-CTLA-4 antibody. These anti-tumor activities were accompanied by activation of TILs in the tumor microenvironment and increased effector memory T cell number.

**Figure 5:**
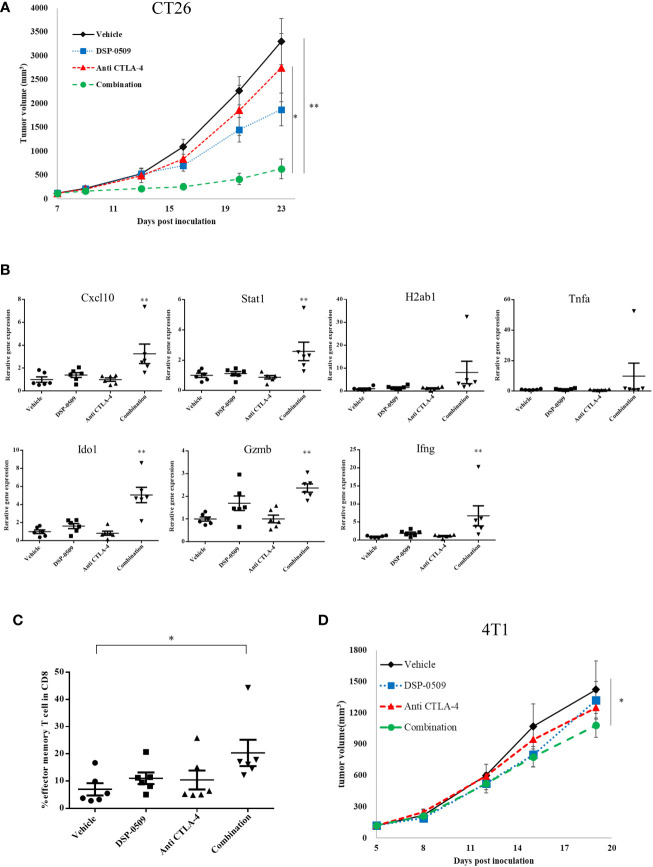
DSP-0509 in combination with anti-CTLA-4 antibody significantly enhanced anti-tumor activity **(A)** CT26 tumor was inoculated subcutaneously into the dorsal flanks of Balb/c mice on day 0. 5 mg/kg of DSP-0509 was administered intravenously on days 7, 14, and 21. 200 μg/mouse of anti-CTLA4 antibody (9F10) was administered intraperitoneally on days 7, 9, 14, 16, and 20. Tumor volume is the mean ± S.E.M. of each group (n=6/group). Differences in day-23 tumor volume were determined by the Tukey test (*P<0.05, **P<0.01). **(B)** mRNA was isolated from the tumor on day 26. Expression data were normalized to Gapdh expression and are shown as the mean ± S.E.M. of each group (n=6/group). Differences were determined by the Dunnett test (**P<0.01). **(C)** TILs were isolated from tumors on day 26. The frequency of effector memory T cells in the CD8^+^ T cell population was analyzed by flow cytometry. Effector memory T cells were defined as CD62L^-^CD127^+^ cells in the CD8^+^ T gate. The value is the mean ± S.E.M. Differences were determined by the Tukey multiple comparison test (*P<0.05). **(D)** 4T1 tumors were inoculated subcutaneously into the dorsal flanks of Balb/c mice on day 0. 5 mg/kg of DSP-0509 was administered intravenously on days 5, 12, and 21. 200 μg/mouse of anti-CTLA4 antibody (9F10) was administered intraperitoneally on days 5, 8, 12, 15, and 19. Tumor volume is the mean ± S.E.M of each group (n=6/group). Differences in the day-19 tumor volume were determined by the Dunnett test (*P<0.05).

### IFNγ-related genes were upregulated by DSR-0509 combined with anti-PD-1 antibody

Since the combination of DSP-0509 with anti-PD-1 antibody synergistically enhanced tumor growth inhibitory activity, gene expression analysis was performed using RNA extracted from the CT26 tumors from the implanted mouse model to evaluate the immune response comprehensively in the tumor microenvironment. IFNγ-related genes expression was analyzed by qRT-PCR in tumor samples collected at 1, 4, and 7 days after initial administration of DSP-0509 or anti-PD-1 antibody. We found transient upregulation of IFNγ-related genes that reached a peak at 4 days after administration in all treatment groups. Upregulation was prolonged particularly in the combination treated group, but returned to baseline in the DSP-0509 and anti-PD-1 antibody monotherapy groups (**Figure 6A**). Thus, we found in the tumor microenvironment that immune activation by the combination of DSP-0509 with anti-PD-1 antibody was most remarkable at 4 days after treatment. Next, to analyze tumor immune environment comprehensively, we performed nCounter analysis using mRNA derived from whole tumor collected at 4 days after the initial administration of DSP-0509, anti-PD-1 antibody, or the combination. 

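CT26, a mouse colon carcinoma line, was grown in BALB/c mice, and whole tumors were taken from 4 groups of 3 mice at day 4: vehicle, DSP-0509 at 5 mg/kg, anti-PD-1 antibody at 200 µg/mouse, and the combination of both. The paper gives a tumor volume of around 100 mm3 at dosing, while the sample labels give 130 to 170 mm3. The nCounter system counts RNA molecules with a barcoded probe for each gene and without amplification. The panel held 750 endogenous genes, 20 housekeeping genes, 8 negative control probes and 6 positive control probes. The authors multiplied the counts of each tumor by a single factor in nSolver and subtracted no background. The values of each tumor were whole multiples of that factor (within 0.1 of a whole number), which gives the depth. Total counts per tumor ran from 856045 to 1022512 for vehicle (median 955018), 750416 to 989088 for DSP-0509 (median 878136), 845248 to 982169 for anti-PD-1 antibody (median 947305) and 933613 to 1155698 for the combination (median 1115419). Negative control probes averaged 6.25 to 12.5 counts per tumor, so genes near that level carry mostly background. The normalized counts were taken to log2(value + 1), a scale that understates the change of low genes. The test covered the 646 endogenous genes with a value of at least 20 in at least 3 tumors, and the 104 below this filter were not tested. The test was limma over all 12 tumors, which share a single estimate of the spread, with Benjamini-Hochberg adjustment within each comparison. A gene was called at an adjusted p under 0.05. The settings, the gene lists and the rule for named genes were fixed before the data were examined. For each list, the score of a tumor was the mean log2 value of the list members tested, and the direction of the list was tested with fry of limma, adjusted over 40 lists and 6 comparisons. An adjusted p given with an estimated correlation is from camera of limma, which is another test. Camera asks whether the genes of a list changed more than the other genes tested. A list that rises along with most of this immune panel need not pass it. With 3 tumors against 3, a two-sided exact permutation test of a score cannot give a p below 0.1. The median log2 difference of the housekeeping genes from vehicle was -0.00115 for DSP-0509, -0.0361 for anti-PD-1 antibody and -0.12 for the combination. The 20 genes ran from -0.53 (Sap130) to 0.31 (Nubp1) for DSP-0509 and from -0.22 (Rpl19) to 0.15 (Nubp1) for anti-PD-1 antibody. For the combination they ran from -0.37 (Rpl19) to 0.17 (Nubp1). When they were added to the genes tested, limma called 1 of them in the combination and 0 with either monotherapy.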

Analysis of immune-related mRNA expression was performed by using a mouse pan-cancer immune profiling panel with the nCounter system. Volcano plots (**Figure 6B**) show the change of gene expression in all groups compared to the vehicle group. The rate of significantly changed gene expression for DSP-0509, anti-PD-1 antibody, and the combination was 38.4%, 34.9%, and 55.7%, respectively (**Figure 6B**). 

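In the combination tumors, 139 of the 646 genes tested rose against vehicle and 3 fell, which is 22.0% of them (limma, adjusted p under 0.05). Among the genes that passed whichever tumor was left out was Ccl5, a chemokine that attracts T cells, at a log2 fold change of 2.28 (standard error 0.48, adjusted p = 0.0101). Others were the guanylate-binding protein gene Gbp2b at 2.2 (standard error 0.24, adjusted p = 7.45e-04) and Cxcl11, a chemokine induced by interferon, at 1.82 (standard error 0.32, adjusted p = 0.00616). The 3 genes that fell were Lrrn3, at a log2 fold change of -0.79, Msln, which encodes mesothelin, at -0.46, and Smad3, a transducer of TGF-β signals, at -0.39. With DSP-0509 alone 5 genes rose and 0 fell, 0.774% of those tested. They were Ido1 (1.93, adjusted p = 0.0193), Gbp2b (1.49, adjusted p = 0.0193), Gbp5 (1.46, adjusted p = 0.0193), the perforin gene Prf1 (1.28, adjusted p = 0.0445) and Il12rb2, a subunit of the IL-12 receptor (1.09, adjusted p = 0.0201). With anti-PD-1 antibody alone limma called 0 genes, and the smallest adjusted p was 0.114, shared by Ido1 (1.45), Gbp2b (1.3) and Gbp5 (1.11). In a fit with the replicate number as a block, limma called 32 genes for this comparison, all higher, with an adjusted p = 0.0338 for each of these 3. For DSP-0509 and the combination against vehicle that fit called 81 and 250 genes. There the deviations of same-numbered tumors from their group means did not correlate over 0.1 in every pair. At an unadjusted p under 0.05, limma gave 105 genes for DSP-0509, 83 for anti-PD-1 antibody and 244 for the combination. The methods' t-test, an unpaired comparison of each group with vehicle on the same log2 values, gave 70, 54 and 203 genes unadjusted and 0, 0 and 4 after Benjamini-Hochberg adjustment. Each combination tumor lay above each vehicle tumor for 249 genes and below for 41, together 44.9% of the genes tested, where chance gives 10% on average. Genes of the same tumors move together, so this share carries no p.
The median log2 fold change of all genes tested was 0.34 for the combination, 0.20 for DSP-0509 and 0.18 for anti-PD-1 antibody. The combination split into 139 higher and 3 lower (97.9% higher) became 231 and 1 when each tumor was rescaled to the housekeeping genes, where the median was 0.43. It became 67 and 63 (51.5% higher) after quantile normalization, where the median was -0.11, and 63 and 136 (31.7% higher) when each tumor was centred on its median gene, where it was -0.19. In all 4 scalings 57 genes were called higher and 1 lower. With limma array weights, which weigh each tumor by its quality, the counts against vehicle were 38 for DSP-0509, 165 for anti-PD-1 antibody and 286 for the combination. The combination count was 59 without vehicle 1, 70 without combination 2 and 61 without combination 3. The DSP-0509 count was 0 without vehicle 1 or vehicle 3, 1 without DSP-0509 1 or DSP-0509 3, 8 without vehicle 2 and 17 without anti-PD-1 antibody 1. The anti-PD-1 antibody count was 9 without vehicle 2, 3 without anti-PD-1 antibody 1 and 1 without DSP-0509 1. Of the DSP-0509 genes, the calls of Ido1 and Gbp5 ended without vehicle 1 or 3 or DSP-0509 1 or 3 (highest adjusted p 0.0821) and that of Gbp2b ended without vehicle 1 or 3 or DSP-0509 1 (highest adjusted p 0.0821). That of Il12rb2 ended without vehicle 1, 2 or 3 or DSP-0509 1 or 3 (highest adjusted p 0.0943), and that of Prf1 held only when the tumor left out was vehicle 2, DSP-0509 2 or anti-PD-1 antibody 1 (highest adjusted p otherwise 0.172). Of the genes that fell, the call of Lrrn3 held only when the tumor left out was vehicle 1 or anti-PD-1 antibody 1, 2 or 3 (highest adjusted p otherwise 0.151). That of Msln ended without vehicle 1 or 2 or combination 2 or 3 (highest adjusted p 0.0874), and that of Smad3 held only when the tumor left out was DSP-0509 1, 2 or 3 or anti-PD-1 antibody 1 (highest adjusted p otherwise 0.119). The calls of Msln and Smad3 also ended after rescaling to the housekeeping genes (adjusted p = 0.0589 and 0.0807 from limma).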

Among the genes with changed expression, Fasl and Ido1 showed highly increased expression in the combination group, suggesting that effector cells including CTLs were activated, and the IFNγ receptor pathway in tumors was activated in response to the effector cell stimulation. 

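Fasl, the ligand by which cytotoxic T cells and NK cells trigger death of a target cell, had 21.8 ± 6.8 normalized counts (SD, n = 3 mice) in vehicle tumors and 74.2 ± 18.2 (SD, n = 3) in the combination. This is a log2 fold change of 1.74 (standard error 0.24, adjusted p = 0.00229 from limma). Ido1, the tryptophan-degrading enzyme induced by IFNγ, had 29.3 ± 8.66 (SD, n = 3) in vehicle tumors and 129 ± 36.5 (SD, n = 3) in the combination. Its change was 2.09 (standard error 0.29, adjusted p = 0.00229 from limma). In DSP-0509 tumors Ido1 stood at 114 ± 29.8 and Fasl at 46 ± 4.11, and in anti-PD-1 antibody tumors at 80.4 ± 12.7 and 45.7 ± 6.62 (SD, n = 3 for each). Against vehicle, Fasl did not pass with DSP-0509 (1.09, adjusted p = 0.0577 from limma) or anti-PD-1 antibody (1.07, adjusted p = 0.132 from limma). It passed with anti-PD-1 antibody in the fit with the replicate number as a block (adjusted p = 0.0354 from limma).
Of 13 IFNγ-related genes, each rose in the combination (13 when adjusted over the list alone), among them Gbp5 by 1.95, Cxcl9 by 1.81 and the transcription factor gene Irf1 by 1.26. The study names 9 of the 13 for these samples, so their direction is not independent evidence. Their score lay 1.65 above vehicle in the combination (fry adjusted p = 0.00588, adjusted p = 0.906 with an estimated correlation). It lay 1.15 above it with DSP-0509 (fry adjusted p = 0.0194, adjusted p = 0.906 with an estimated correlation) and 0.96 with anti-PD-1 antibody (fry adjusted p = 0.0294, adjusted p = 0.906 with an estimated correlation). Of 8 effector genes of cytotoxic cells, 6 rose in the combination (7 when adjusted over the list alone), including the granzyme gene Gzmb by 1.7 (adjusted p = 0.00741 from limma) and Prf1 by 1.53 (adjusted p = 0.00398 from limma). Gzma was 1.36 (adjusted p = 0.0864 from limma). The score of these effectors lay 1.41 above vehicle (fry adjusted p = 0.0126, adjusted p = 0.993 with an estimated correlation). It lay 1.05 above vehicle with DSP-0509 (fry adjusted p = 0.0294, adjusted p = 0.978 with an estimated correlation) and 0.93 with anti-PD-1 antibody (fry adjusted p = 0.0366, adjusted p = 0.906 with an estimated correlation). Of 7 inhibitory receptors, which restrain T cells, 3 rose (4 when adjusted over the list alone), with Pdcd1, which encodes PD-1 itself, at 1.78 and Lag3 at 1.53. Of 8 inhibitory ligands and enzymes 3 rose (4 when adjusted over the list alone), with Cd274, which encodes PD-L1, going from 622 ± 83.8 to 2107 ± 191 normalized counts (SD, n = 3). The receptor score lay 0.94 above vehicle (fry adjusted p = 0.0299, adjusted p = 0.993 with an estimated correlation). The ligand score lay 0.81 above it (fry adjusted p = 0.0194, adjusted p = 0.993 with an estimated correlation). The IFNγ-related call with DSP-0509 ended without vehicle 1 or combination 2 (highest adjusted p 0.101), and that with anti-PD-1 antibody ended without vehicle 1 or 3, DSP-0509 3, anti-PD-1 antibody 2 or 3 or combination 2 (highest adjusted p 0.105). The effector call with DSP-0509 ended without vehicle 1 or 3, DSP-0509 1 or 3, anti-PD-1 antibody 2 or combination 2 (highest adjusted p 0.105), and that with anti-PD-1 antibody held only when the tumor left out was vehicle 2 or anti-PD-1 antibody 1 (highest adjusted p otherwise 0.111). The call of the receptor list held only when the tumor left out was vehicle 2, DSP-0509 1, anti-PD-1 antibody 1 or 3 or combination 1 (highest adjusted p otherwise 0.105), and that of the ligand list ended without combination 2 (highest adjusted p 0.0501). From the rise of Fasl and Ido1, the paper proposes that effector cells such as CTLs were activated and that the IFNγ receptor pathway in the tumors responded to them.

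**Figure D1:**
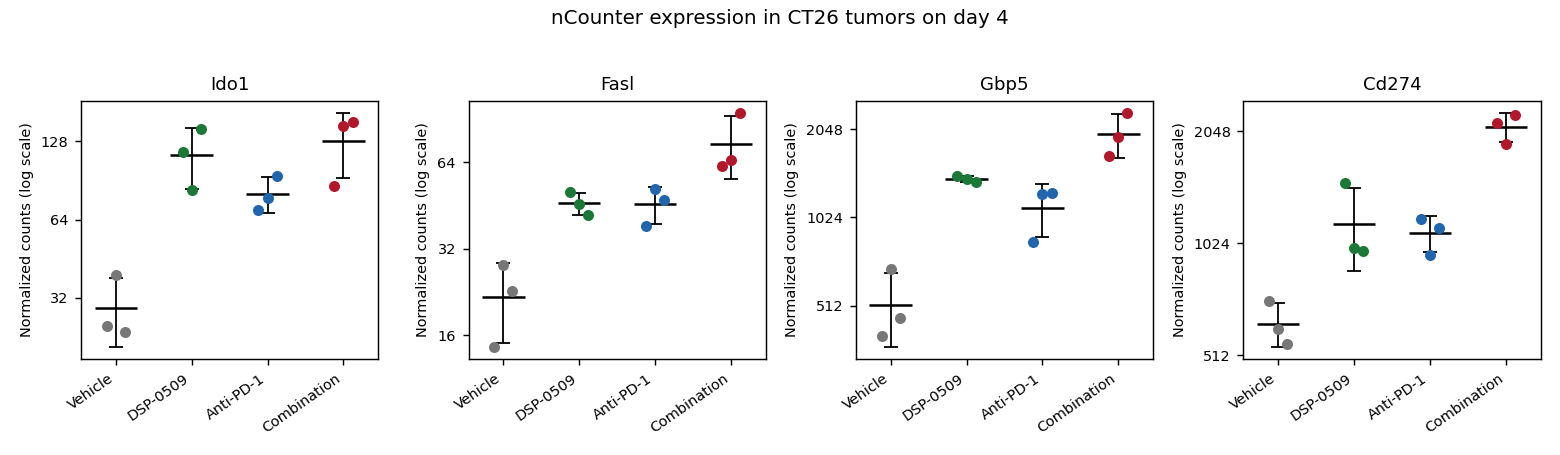
Normalized counts of Ido1, Fasl, Gbp5 and Cd274 per tumor on a log axis, by treatment group. Points are tumors (n = 3 mice per group), lines are group means and error bars are SD. For Fasl the combination mean is 74.2 against 21.8 for vehicle.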

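The score of 5 T cell genes, which include the CD3 chains of the T cell receptor complex, was 6.15 ± 0.41 (SD, n = 3) in vehicle tumors, 6.76 ± 0.11 with DSP-0509, 7.04 ± 0.38 with anti-PD-1 antibody and 7.5 ± 0.57 with the combination. The score of Cd8a and Cd8b1, the chains of the CD8 co-receptor, was 5.32 ± 0.50, 6.25 ± 0.15, 6.4 ± 0.17 and 6.97 ± 0.71 in the same order. That of 6 genes of cytotoxic cells was 7.55 ± 0.76, 8.68 ± 0.11, 8.49 ± 0.48 and 9.01 ± 0.28 (SD, n = 3 for each). In the combination 4 of the 5 T cell genes rose against vehicle (5 when adjusted over the list alone), with Cd3g at 1.57, Cd3e at 1.51 and Cd3d at 1.38. Cd6 was 1.23 (adjusted p = 0.0806) from limma. Cd8b1 rose by 1.66 (adjusted p = 0.0097) from limma and Cd8a by 1.63 (adjusted p = 0.011) from limma (2 when adjusted over the list alone). Of the cytotoxic genes 3 rose (6 when adjusted over the list alone), and the protease genes Gzma and Ctsw were 1.36 and 1.19 without passing.
Against vehicle the combination scores differed by 1.35 for T cells (fry adjusted p = 0.0299, adjusted p = 0.993 with an estimated correlation). They differed by 1.65 for CD8 T cells (fry adjusted p = 0.0294, adjusted p = 0.993 with an estimated correlation) and 1.47 for cytotoxic cells (fry adjusted p = 0.0299, adjusted p = 0.993 with an estimated correlation). With DSP-0509 the differences from vehicle were 0.61 (fry adjusted p = 0.219), 0.93 (fry adjusted p = 0.132) and 1.13 (fry adjusted p = 0.0729). With anti-PD-1 antibody they were 0.90 (fry adjusted p = 0.105), 1.08 (fry adjusted p = 0.0945) and 0.95 (fry adjusted p = 0.122), so none passed. Adjusted over the list alone, limma called 0 T cell genes, 2 CD8 genes and 3 cytotoxic genes with DSP-0509, and 3, 2 and 2 with anti-PD-1 antibody. The combination scores lay above those of DSP-0509 by 0.74 for T cells (fry adjusted p = 0.161), 0.71 for CD8 T cells (fry adjusted p = 0.219) and 0.33 for cytotoxic cells (fry adjusted p = 0.569). They lay above those of anti-PD-1 antibody by 0.45 (fry adjusted p = 0.357), 0.57 (fry adjusted p = 0.316) and 0.52 (fry adjusted p = 0.325), and none of these 6 differences passed. The combination call for T cells held only when the tumor left out was vehicle 2, anti-PD-1 antibody 1 or 3 or combination 1 (highest adjusted p otherwise 0.105). That for CD8 T cells ended without vehicle 1 or 3, DSP-0509 2 or 3, anti-PD-1 antibody 2 or combination 2 (highest adjusted p 0.105), and that for cytotoxic cells held only when the tumor left out was vehicle 2 or anti-PD-1 antibody 1 or 3 (highest adjusted p otherwise 0.105). Centring each tumor on its median gene left differences from vehicle of 0.82 (fry adjusted p = 0.127), 1.11 (fry adjusted p = 0.127) and 0.93 (fry adjusted p = 0.177). Rescaling to the housekeeping genes brought the scores of anti-PD-1 antibody past the threshold for all 3 lists (fry adjusted p = 0.0331, 0.0379 and 0.0419) and that of DSP-0509 for cytotoxic cells (fry adjusted p = 0.022). In that scaling none of these 4 passed with camera (adjusted p = 0.90 with an estimated correlation for each). In the fit with the replicate number as a block, the scores of anti-PD-1 antibody passed against vehicle for all 3 lists (fry adjusted p = 0.018, 0.0409 and 0.0482), and the T cell score of the combination passed against DSP-0509 (fry adjusted p = 0.0336). With DSP-0509 the T cell and cytotoxic scores also passed against vehicle there (fry adjusted p = 0.0438 and 0.0315), though same-numbered tumors of these groups did not correlate over 0.1 in every pair. None of these scores passed with camera either (adjusted p = 0.943 with an estimated correlation for each).

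**Figure D2:**
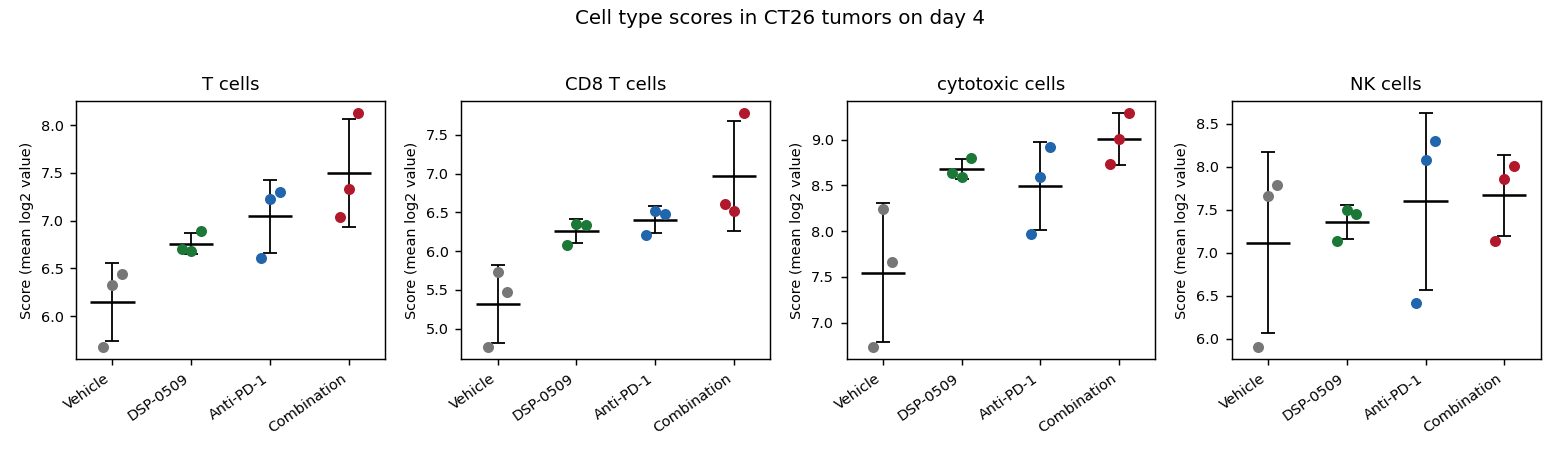
Scores of T cells, CD8 T cells, cytotoxic cells and NK cells (mean log2 of normalized count + 1 of the list genes) per tumor, by treatment group. Points are tumors (n = 3 mice per group), lines are group means and error bars are SD. The mean of the CD8 T cell score is 5.32 for vehicle and 6.97 for the combination.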

Cell type analysis was performed using the nSolver application and found that DSP-0509 and anti-PD-1 antibody monotherapy increased the scores of T cells, CD8^+^ T cells, and cytotoxic cells and combination treatment further increased these scores compared to each monotherapy (**Figures 6C**, **D**). 

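Of the 11 other marker lists of leukocytes, those of exhausted CD8 T cells, macrophages and CD56dim NK cells passed in the combination against vehicle. The exhausted CD8 score, from Lag3, Cd244 and the transcription factor gene Eomes, was 0.94 higher (fry adjusted p = 0.0294, adjusted p = 0.993 with an estimated correlation). Of its 3 genes 1 rose (2 when adjusted over the list alone). The macrophage score, from Cd163, Cd68 and Cd84, was 0.82 higher (fry adjusted p = 0.0366, adjusted p = 0.993 with an estimated correlation). Cd84 rose by 0.91 and Cd68 by 0.67 (2 of 3 genes, 2 when adjusted over the list alone). Il21r, the IL-21 receptor gene that stands alone in the CD56dim list, rose by 1.15 (fry adjusted p = 0.0496, and a single gene gives no correlation to estimate). This receptor gene alone does not show that NK cells rose. The NK score, from the receptor gene Ncr1 and the chemokine gene Xcl1, was 7.12 ± 1.05 in vehicle tumors and 7.67 ± 0.47 in the combination (SD, n = 3 for each). The difference was 0.55 (fry adjusted p = 0.621), but -0.0229 after quantile normalization and -0.0584 without vehicle 1. Ncr1 was 0.98 (adjusted p = 0.252) and Xcl1 0.12 (adjusted p = 0.908), with limma calling 0 of the 2 genes, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05.
The Th1 gene Tbx21 was 1.12 (limma adjusted p = 0.0297, fry adjusted p = 0.0683) and the regulatory T cell gene Foxp3 0.91 (fry adjusted p = 0.246). Both genes were low in vehicle tumors (log2 values of 4.36 ± 0.26 for Tbx21 and 3.74 ± 0.39 for Foxp3, SD, n = 3). Foxp3 lay near the negative control probes there, so its change says little about regulatory T cells. The CD45 gene Ptprc was 1.03 (fry adjusted p = 0.123) and the dendritic cell score 1.15 (fry adjusted p = 0.0618). Among dendritic cell genes Hsd11b1 rose by 1.2 and CD209e was 1.11. The mast cell score was 0.56 (fry adjusted p = 0.537). The B cell list had a single gene above the filter, Tnfrsf17, at 0.32 (fry adjusted p = 0.29). The neutrophil score was 0.23 (fry adjusted p = 0.506), of whose 4 genes Csf3r rose by 1.00. The B cell and neutrophil scores lay below vehicle after quantile normalization (-0.26 and -0.29). A wider list of 12 monocyte and macrophage genes had a score difference of 0.37 (fry adjusted p = 0.477). Cybb, a subunit of the phagocyte oxidase, was the only gene that rose (0.96, 0 genes when adjusted over the list alone). The score difference was -0.16 when each tumor was centred on its median gene. Against vehicle, all 14 leukocyte scores were higher in the combination, 9 of them in each combination tumor against each vehicle tumor, where chance gives 5% of lists in this direction on average. Scores of the same tumors move together, so this count carries no p. With anti-PD-1 antibody alone the exhausted CD8 score passed (fry adjusted p = 0.0496, adjusted p = 0.978 with an estimated correlation). In the fit with the replicate number as a block, 6 of the 14 scores passed with anti-PD-1 antibody (fry, 0 with an estimated correlation). Without the block, 0 of the 14 passed with DSP-0509 alone (fry, 3 at an unadjusted p under 0.05, 0 with an estimated correlation). With it 5 passed (fry, 0 with an estimated correlation), though same-numbered tumors of these groups did not correlate over 0.1 in every pair. The call of the exhausted CD8 list ended without vehicle 1 or 3, DSP-0509 3, anti-PD-1 antibody 2 or combination 2 or 3 (highest adjusted p 0.105), that of macrophages held only when the tumor left out was vehicle 3 or anti-PD-1 antibody 1 or 3 (highest adjusted p otherwise 0.131), and that of Il21r held only when the tumor left out was anti-PD-1 antibody 1 or 3 (highest adjusted p otherwise 0.156). Of the gene calls, that of Csf3r ended without vehicle 1 or combination 3 (highest adjusted p 0.0672), and that of Hsd11b1 ended without vehicle 1 or combination 3 (highest adjusted p 0.093). That of Cd68 ended without vehicle 1 or combination 2 or 3 (highest adjusted p 0.0698). That of Tbx21 ended without vehicle 1 or 3 or combination 2 or 3 (highest adjusted p 0.119) and that of Cybb held only when the tumor left out was vehicle 3, anti-PD-1 antibody 1 or 2 or combination 1 (highest adjusted p otherwise 0.154). The exhausted CD8 call with anti-PD-1 antibody held only when the tumor left out was vehicle 2 or anti-PD-1 antibody 1 (highest adjusted p otherwise 0.183). The calls of Cd68, Csf3r, Hsd11b1, Tbx21, Cybb and Il21r ended both after quantile normalization (limma adjusted p = 0.0806, 0.211, 0.083, 0.0727, 0.0803 and 0.129) and when each tumor was centred on its median gene (limma adjusted p = 0.462, 0.148, 0.0627, 0.148, 0.132 and 0.0556). That of Cd84 ended with centring alone (limma adjusted p = 0.0501). After quantile normalization the adjusted p values of the 3 lists were 0.356, 0.185 and 0.309.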

Most of the cell type scores except for NK cells were increased in combination group (**Supplementary Figure 7**). These results indicated that the combination of DSP-0509 with anti-PD-1 antibody further increased the infiltration or growth of immune cells in the tumor microenvironment compared to each monotherapy. In addition, pathway score analysis was performed using mRNA expression data analyzed by the nSolver application. 

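Set against each monotherapy directly, Cd274 was higher in the combination by a log2 fold change of 0.89 than with DSP-0509 (standard error 0.19, adjusted p = 0.23 from limma) and by 0.95 than with anti-PD-1 antibody (standard error 0.19, adjusted p = 0.146 from limma). Fasl was higher by 0.66 (adjusted p = 0.422 from limma) and 0.67 (adjusted p = 0.437 from limma). Gbp5 was higher by 0.50 (adjusted p = 0.471) and 0.84 (adjusted p = 0.303). The Ido1 difference was 0.16 from DSP-0509 (adjusted p = 0.827 from limma), with the opposite sign after quantile normalization (-0.19), and 0.64 from anti-PD-1 antibody (adjusted p = 0.485 from limma). None of these differences passed. Limma called 0 of the 646 genes in either comparison. There were 64 genes at an unadjusted p under 0.05 against DSP-0509 (59 higher, 5 lower) and 66 against anti-PD-1 antibody (61 higher, 5 lower). The methods' t-test gave 61 and 55 genes unadjusted and 0 in either comparison after Benjamini-Hochberg adjustment. Each combination tumor lay above each tumor of the monotherapy for 108 genes against DSP-0509 and 100 against anti-PD-1 antibody, and below for 19 and 20, together 19.7% and 18.6% of the genes where chance gives 10% on average. These shares carry no p, since genes of the same tumors move together. Of the 14 leukocyte scores, 14 were higher in the combination than with DSP-0509 and 13 than with anti-PD-1 antibody, and 0 passed in either comparison (fry, 2 and 1 at an unadjusted p under 0.05, 0 with an estimated correlation). Between the monotherapies limma called 0 genes, with 25 at an unadjusted p under 0.05, and the methods' t-test gave 19 unadjusted and 0 adjusted. Weighting each tumor by its quality (limma array weights) called 1 gene against DSP-0509, 25 against anti-PD-1 antibody and 1 between the monotherapies, and rescaling to the housekeeping genes called 1, 0 and 0. Leaving out DSP-0509 1 called 2 against DSP-0509. In the fit with the replicate number as a block, limma called 1 gene against DSP-0509 and 3 against anti-PD-1 antibody, Cd274 among the latter (adjusted p = 0.0273). In that fit 2 and 2 of the 14 leukocyte scores passed (fry, 0 with an estimated correlation).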

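Of 21 lists of genes that share a function or pathway, some of which share members, 20 had a higher mean score in the combination than with DSP-0509 and 20 than with anti-PD-1 antibody. For 12 and 9 of them each combination tumor lay above each tumor of the monotherapy, where chance gives 5% of lists in this direction on average. These counts carry no p, since lists measured in the same tumors move together. The IFNγ-related genes differed by 0.50 from DSP-0509 (fry adjusted p = 0.151) and by 0.69 from anti-PD-1 antibody (fry adjusted p = 0.0638). The score of 10 cell cycle genes was 9.49 ± 0.0761 in vehicle tumors, 9.64 ± 0.16 with DSP-0509, 9.43 ± 0.0747 with anti-PD-1 antibody and 9.46 ± 0.0849 with the combination (SD, n = 3 for each). It differed by -0.18 between the combination and DSP-0509 (fry adjusted p = 0.20) and by 0.0234 between the combination and anti-PD-1 antibody (fry adjusted p = 0.828). Against vehicle, Myc, a driver of proliferation, was -0.39 (adjusted p = 0.107) from limma. Limma called 0 of the 10 genes (0 when adjusted over the list alone, 2 at an unadjusted p under 0.05). Fry called 0 of the 21 lists against DSP-0509 (7 at an unadjusted p under 0.05, 0 with an estimated correlation) and 0 against anti-PD-1 antibody (7 at an unadjusted p under 0.05, 0 with an estimated correlation). The cell cycle score of the combination lay -0.0354 from vehicle (fry adjusted p = 0.85). It lay 0.0503 from it after rescaling to the housekeeping genes, -0.42 after quantile normalization (fry adjusted p = 0.0328) and -0.57 when each tumor was centred on its median gene (fry adjusted p = 0.0381). With camera neither of these passed (adjusted p = 0.698 with an estimated correlation after quantile normalization and 0.794 after centring). In the fit with the replicate number as a block, 7 of the 21 lists passed against DSP-0509 and 9 against anti-PD-1 antibody (fry, 0 with an estimated correlation). Among them were the cell cycle genes, lower than with DSP-0509 (fry adjusted p = 0.0238, adjusted p = 0.662 with an estimated correlation), and the IFNγ-related genes against anti-PD-1 antibody (fry adjusted p = 0.0322, adjusted p = 0.943 with an estimated correlation).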

Pathway scores, except the cell cycle score, tended to increase in the combination group compared with the monotherapy groups (**Figures 6E, F**). In particular, the antigen processing score, cytokine and receptors score, interferon score, and T cell function score were significantly higher in the combination group than in each monotherapy group. 

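The scores here are means over lists fixed here, which need not hold the pathway genes of nSolver. Antigen processing rested on 14 genes of the immunoproteasome, peptide transport and cathepsins. In the combination 8 of them rose against vehicle (10 when adjusted over the list alone), including Psmb9, an immunoproteasome subunit, by 1.11, and Nlrc5, the activator of MHC class I genes, by 1.1. The cathepsin gene Ctsl was -0.25 (adjusted p = 0.222) and the constitutive proteasome gene Psmb7 -0.24 (adjusted p = 0.303) from limma. Their score was 10.92 ± 0.21 in vehicle tumors and 11.61 ± 0.21 in the combination (SD, n = 3 for each). It was 0.20 higher than with DSP-0509 (fry adjusted p = 0.528) and 0.28 higher than with anti-PD-1 antibody (fry adjusted p = 0.316). Of 27 interferon-stimulated genes 14 rose (21 when adjusted over the list alone), with the nucleic acid sensor gene Zbp1 at 1.68 (adjusted p = 0.00277 from limma). The interferon score went from 9.54 ± 0.30 to 10.33 ± 0.11 (SD, n = 3 for each). It was 0.36 higher than with DSP-0509 (fry adjusted p = 0.274) and 0.42 higher than with anti-PD-1 antibody (fry adjusted p = 0.188). The 28 genes of T cell function include those of co-stimulatory receptors and signaling proteins, but also inhibitory receptor genes such as Pdcd1 and Ctla4. Of the 28 genes 14 rose (16 when adjusted over the list alone), such as the IL-2 receptor gene Il2rb by 1.59, and also Pdcd1 and Ctla4. Their score went from 5.83 ± 0.29 to 6.7 ± 0.35 (SD, n = 3 for each). That score was 0.41 higher than with DSP-0509 (fry adjusted p = 0.259) and 0.30 higher than with anti-PD-1 antibody (fry adjusted p = 0.468). Of 121 cytokine and receptor genes 32 rose (35 when adjusted over the list alone). Their score, 7.11 ± 0.17 in vehicle tumors and 7.66 ± 0.073 in the combination (SD, n = 3 for each), was 0.32 higher than with DSP-0509 (fry adjusted p = 0.127) and 0.27 higher than with anti-PD-1 antibody (fry adjusted p = 0.149).
None of these 8 differences from a monotherapy passed, and their adjusted p with an estimated correlation ran from 0.993 to 0.995. Against vehicle the combination passed for antigen processing (0.69, fry adjusted p = 0.0366, adjusted p = 0.993 with an estimated correlation) and interferon-stimulated genes (0.79, fry adjusted p = 0.0366, adjusted p = 0.993 with an estimated correlation). It also passed for T cell function (0.87, fry adjusted p = 0.0496, adjusted p = 0.993 with an estimated correlation) and cytokines and receptors (0.55, fry adjusted p = 0.025, adjusted p = 0.993 with an estimated correlation). With all tumors rescaled to the housekeeping genes, cytokines and receptors passed against DSP-0509 (fry adjusted p = 0.0031) and anti-PD-1 antibody (fry adjusted p = 0.00473) and antigen processing against anti-PD-1 antibody (fry adjusted p = 0.0422). With camera none of these 3 passed in that scaling (adjusted p = 0.90, 0.962 and 0.90 with an estimated correlation). The same 3 passed in the fit with the replicate number as a block (fry adjusted p = 0.0152, 0.0189 and 0.049), again not with camera (adjusted p = 0.943 with an estimated correlation for each). Centring each tumor on its median gene put antigen processing and cytokines and receptors below DSP-0509 (-0.13 and -0.0121). It also ended the 4 calls against vehicle (fry adjusted p = 0.513, 0.594, 0.467 and 0.995 in the order above). The call against vehicle for antigen processing held only when the tumor left out was vehicle 2, anti-PD-1 antibody 1 or 3 or combination 1 (highest adjusted p otherwise 0.105), and that for interferon-stimulated genes held only when the tumor left out was vehicle 2, DSP-0509 1 or anti-PD-1 antibody 1 (highest adjusted p otherwise 0.105). That for T cell function held only when the tumor left out was anti-PD-1 antibody 1 (highest adjusted p otherwise 0.156). That for cytokines and receptors ended without vehicle 1 or combination 2 or 3 (highest adjusted p 0.105), and that for Il2rb ended without vehicle 1 or combination 2 or 3 (highest adjusted p 0.0929).

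**Figure D3:**
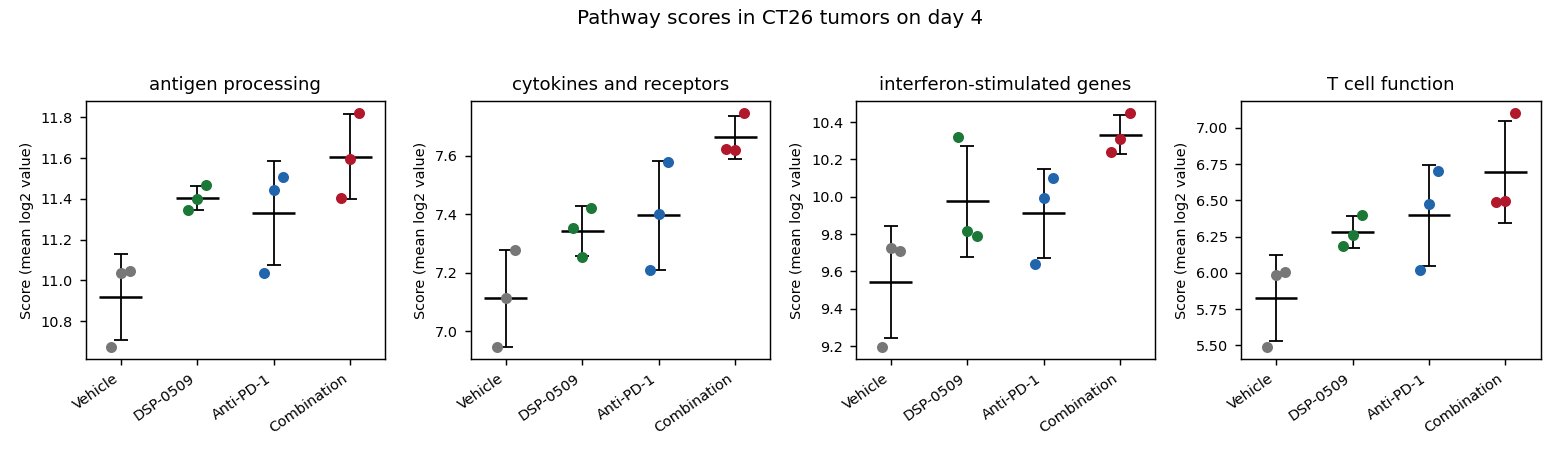
Scores of antigen processing, cytokines and receptors, interferon-stimulated genes and T cell function (mean log2 of normalized count + 1 of the list genes) per tumor, by treatment group. Points are tumors (n = 3 mice per group), lines are group means and error bars are SD. The mean of the antigen processing score is 11.4 with DSP-0509, 11.33 with anti-PD-1 antibody and 11.61 with the combination.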

Most of other pathway scores were increased in combination group (**Supplementary Figure 8**). These findings indicated that the peak of immune activation in the tumor microenvironment stimulated by the combination of DSP-0509 with anti-PD-1 antibody was reached 4 days after administration, and that the combination therapy dramatically enhanced anti-tumor immune activity.

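Genes of MHC class I, which present peptides to CD8 T cells, rose in the combination for 3 of the 6 measured (3 when adjusted over the list alone), with the non-classical gene H2-T23 at 1.24. The class I score lay 0.61 above vehicle (fry adjusted p = 0.0102, adjusted p = 0.993 with an estimated correlation). It was also higher with DSP-0509 by 0.41 (fry adjusted p = 0.0299, adjusted p = 0.993 with an estimated correlation) and with anti-PD-1 antibody by 0.43 (fry adjusted p = 0.0294, adjusted p = 0.978 with an estimated correlation). Of 10 class II genes 1 rose (6 when adjusted over the list alone), Ciita, their transcriptional activator, by 1.73. H2-Ab1 was 1.08 (adjusted p = 0.0669) from limma and the class II score 0.86 (fry adjusted p = 0.133). Of 21 complement genes 9 rose (9 when adjusted over the list alone), with the C1 inhibitor gene Serping1 at 1.76. Cfd had a larger change, 2.81, without passing. The complement score lay 0.90 above vehicle (fry adjusted p = 0.0299, adjusted p = 0.993 with an estimated correlation). Of 44 chemokines and receptors 9 rose (8 when adjusted over the list alone), and their score was 0.64 higher (fry adjusted p = 0.0496, adjusted p = 0.993 with an estimated correlation). The neutrophil attractant gene Cxcl1 was -0.76 (adjusted p = 0.602) from limma. Of 37 interleukins and receptors 11 rose (11 when adjusted over the list alone), among them Il12rb2 by 1.63. Il6 was -0.59 (adjusted p = 0.513) from limma. The interleukin score was 0.49 higher (fry adjusted p = 0.0102, adjusted p = 0.993 with an estimated correlation), and -0.0176 after quantile normalization. Of 31 genes of the TNF superfamily 9 rose (10 when adjusted over the list alone), such as Tnfsf10, which encodes the death ligand TRAIL, by 1.51. The score was 0.54 higher (fry adjusted p = 0.0294, adjusted p = 0.993 with an estimated correlation). Of 22 genes of Toll-like receptor signaling 2 rose (1 when adjusted over the list alone), the receptor gene Tlr8 by 1.03 and the kinase gene Irak2 by 0.99. The score of the list was 0.43 (fry adjusted p = 0.132) but -0.0935 after quantile normalization. The genes of type I and type III interferons themselves (Ifna1, Ifna2, Ifna4, Ifnb1 and Ifnl2) lay below the filter and were not tested.
Of the 40 lists, fry called 21 higher in the combination. All 21 also passed after rescaling to the housekeeping genes, 3 after quantile normalization (IFNγ-related genes, the qRT-PCR genes of Figure 6A and cytotoxic effectors) and 2 when each tumor was centred on its median gene (the first pair of these), but 0 in any of these scalings with an estimated correlation. Of the calls here, those of MHC class I and of interleukins held without any single tumor. That of complement held only when the tumor left out was vehicle 2 or 3 or anti-PD-1 antibody 1 or 3 (highest adjusted p otherwise 0.109), and that of chemokines held only when the tumor left out was vehicle 3 or anti-PD-1 antibody 1 or 3 (highest adjusted p otherwise 0.164). That of the TNF superfamily ended without vehicle 1, anti-PD-1 antibody 2 or combination 2 or 3 (highest adjusted p 0.105). The gene call of Ciita held only when the tumor left out was vehicle 3, DSP-0509 1, anti-PD-1 antibody 1 or 2 or combination 1 (highest adjusted p otherwise 0.158), and that of Tnfsf10 ended without vehicle 1 or combination 2 or 3 (highest adjusted p 0.0913). The gene call of Tlr8 held only when the tumor left out was vehicle 3, DSP-0509 1, anti-PD-1 antibody 1 or 3 or combination 1 (highest adjusted p otherwise 0.147). The calls of Tlr8, Irak2 and Ciita also ended after quantile normalization (limma adjusted p = 0.0787, 0.0708 and 0.090) and when each tumor was centred on its median gene (limma adjusted p = 0.112, 0.109 and 0.061). The call of class I with DSP-0509 ended without vehicle 1 or 3, DSP-0509 1 or 3, anti-PD-1 antibody 2 or combination 2 (highest adjusted p 0.105) and that of class I with anti-PD-1 antibody ended without vehicle 1 or 3, anti-PD-1 antibody 2 or 3 or combination 2 (highest adjusted p 0.105).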

**Figure 6:**
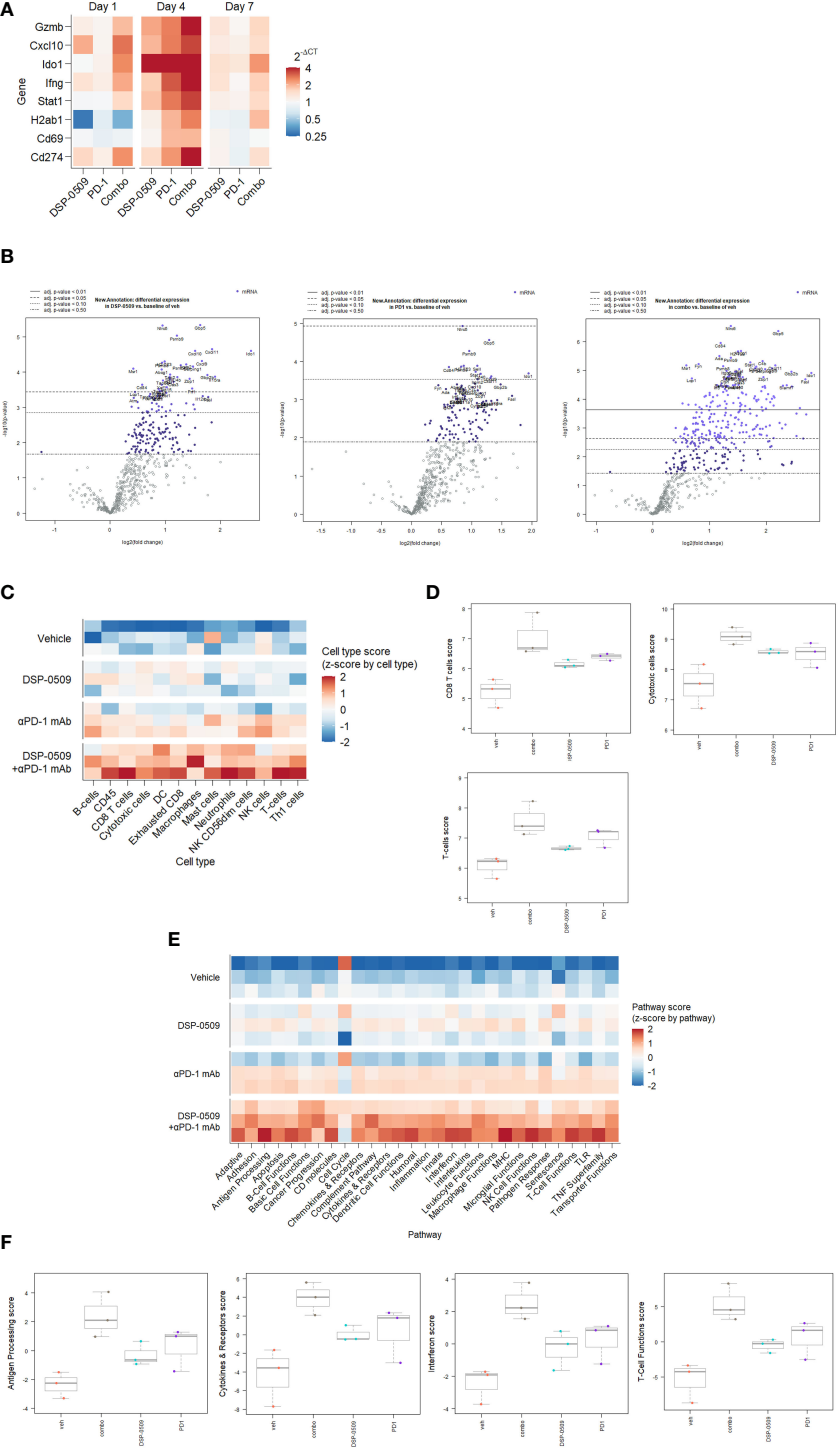
IFNγ-related genes were upregulated by DSR-0509 combined with anti-PD-1 antibody **(A)** When the tumor volume of CT26-bearing mice reached around 100 mm^3^, DSP-0509 5 mg/kg i.v. and/or anti-PD-1 antibody (RMP1-14) 200 μg/mouse i.p. were administered. Tumor samples for qRT-PCR analysis were collected on day 1, 4, or 7 after dosing, respectively. The gene expression value is the mean of 3 mice/group. **(B)** Volcano plots of nCounter mRNA expression data were drawn by the nSolver Advanced Analysis software package. **(C, D)** Cell type profiling was conducted using the nSolver Advanced Analysis software package (n=3/group). **(E, F)** Pathway score analysis was conducted using the nSolver Advanced Analysis software package (n=3/group).

## Materials and methods

### Compounds and dosing solutions

DSP-0509 and R848 were chemically synthesized at Sumitomo Pharma., Co Ltd. Detailed chemical synthesis was described in the patent of WO/2013/172479. For *in vitro* studies, 10 mM solutions were prepared by dissolution in DMSO followed by dilution of the DMSO up to a final concentration of 0.1%. For *in vivo* studies, the compounds were dissolved in 2.5 mM glycine buffered solution of pH 10.2. 5% imiquimod cream was purchased from Mochida Pharmaceutical Co., Ltd (Beselna Cream 5%).

### Cells and cultures

CT26, 4T1, EMT6, LL2, and A20 were obtained from the American Type Culture Collection (ATCC, Manassas, VA). SCCVII was kindly provided by the group studying particle beam therapy of tumors at the Kyoto University Reactor Research Institute. MC38 was kindly provided by Dr. Kawakami, Keio University. Renca cells were kindly provided by Dr. Fujioka, Iwate Medical University School of Medicine. LLC cells were obtained from RIKEN BRC. CT26, 4T1, and Renca cells were maintained in culture by passage 1-2 times a week in RPMI1640 supplemented with 10% FCS, penicillin/streptomycin. LLC cells were maintained by sub-culturing cells 1-2 times per week in DMEM supplemented with 10% FCS, penicillin/streptomycin. SCCVII cells were maintained by sub-culturing cells 1-2 times per week in MEM supplemented with 10% FCS and penicillin/streptomycin.

### Mice

We used 6- to 10-week-old Balb/c or Balb/c nu/nu mice purchased from Charles River Japan or CLEA Japan, 6- to 10-week-old C57/BL6 mice purchased from Charles River Japan, 6- to 10-week-old C3H/HeN mice purchased from Charles River Japan, and TLR7 KO (Balb/c) mice purchased from Oriental Biodevices. All animal studies were conducted in compliance with the Sumitomo Pharma Animal Ethics Code.

### *In vivo* anti-tumor study

CT26, 4T1, EMT6, A20, and Renca cells were suspended in HBSS and implanted subcutaneously into Balb/c mice. LM8 and SCCVII cells were implanted into C3H mice. LLC and MC38 were implanted into C57/BL6 mice. The number of cells for implantation was 1 × 10^6^ cells for CT26, 4T1, EMT6, A20, LLC, and MC38, 1 × 10^5^ cells for Renca, 2.5 × 10^6^ cells for LM8, and 5 × 10^6^ cells for SCCVII. When the tumors reached approximately 100 mm^3^, the mice were randomly divided into groups. Bolus i.v. DSP-0509 was administered at 5 mg/kg in all studies except for the LM8 model mouse study in which bolus i.v. DSP-0509 was given at 1 mg/kg, and each dose was administered once a week until the end of the study. Anti-PD-1 antibody (BioXcell, RMP1-14) and anti-CTLA-4 antibody (BioXcell, 9H10) were administered twice weekly at 200 μg intraperitoneally in all studies. Dosing was started on the same day as the start of DSP-0509. The tumor volume was calculated using the formula (L × W^2^)/2, where L and W refer to the length and width dimensions, respectively. All *in vivo* studies are repeated at least 2 times independently.

### TLR7 and TLR8 *in vitro* reporter assays

The TLR7/NF-κB/SEAP HEK 293 cell line was obtained from Discovery BioScience. The TLR8/NF-κB/SEAPorter HEK 293 cell line was obtained from IMGENEX. All cell lines were maintained as instructed by the vendor. To assess TLR agonistic activity, the cell suspension was diluted with cell culture medium to a viable cell density of 22 × 10^4^ cells/mL, then the cells were seeded into a 96-well plate at 90 μL/well, and the plate was incubated in a CO_2_ incubator for 2-5 h. After incubation, 10 μL of compound in medium was added. The 96-well plate was then placed in a CO_2_ incubator, and the cells were incubated for 19-24 h. The cells were incubated at room temperature for about 10 min after the addition of 50 μL of pNPP solution. The reaction in each well was stopped by addition of 50 μL of 4M NaOH, and the absorbance of the chromogenic product was measured at 405 nm using a SpectraMax190 (Molecular Devices) or ELX808 (BioTek) plate reader. EC50 was calculated by Stat Preclinica Client (SAS 9.2, Takumi Information Technology Inc.)

### Bone marrow-derived dendritic cells and pDC assay

Bone marrow cells were collected from Balb/c mice and used for BMDC differentiation as previously reported (27). Briefly, bone marrow cells were harvested from Balb/c mice by flushing both femora with PBS. To harvested cells seeded into 6-well plates, we added recombinant mouse GM-CSF 20 ng/mL, changed the medium after 3 days, and finally cultured the cells for 6 days. The adherent cells were used as BMDCs. Compounds were added to this cell and 1 or 2 h later cells were harvested and RNAs were extracted and used for qRT-PCR. Primary human BDCA4^+^ (ALLCELLS) cells was used as pDC. To access IFNα secretion, pDCs of 2 × 10^4^ cells suspended in RPMI1640 supplemented with 10% FBS, penicillin/streptomycin was seeded in round bottom 96-well plate. After serial concentration of DSP-0509 was added, pDCs were cultured for 4h in 37°C, 5% CO2 incubator. IFNα concentration in culture supernatant was measured by human IFN-alpha multi-subtype ELISA (PBL).

### qRT-PCR analysis

Total RNA was collected from *in vivo* implanted tumors that were snap frozen on dry ice. After homogenization of the tumors, a Maxwell^®^ RSC simplyRNA Tissue Kit (Promega) was used with the Maxwell^®^ RSC Instrument (Promega) to isolate total RNA. The resulting total RNA was subjected to reverse-transcription-PCR using a SuperScript VILO cDNA Synthesis kit (Invitrogen) to synthesize cDNA. The synthesized cDNA was used in a qRT-PCR analysis according to a TaqMan gene expression assay protocol. The probes for the TaqMan gene expression assay used in this study were as follows: Mm99999915 g1 Gapdh, Mm00445235 m1 Cxcl10, Mm00442837 m1 Gzmb, Mm00443258 m1 Tnf, Mm01168134 m1 Ifng, Mm01257286 m1 Stat1, Mm00492590 m1 Ido1, and Mm00439216 m1 H2-Ab1. mRNA expression analysis in BMDCs was performed using a RT² Profiler™ PCR Array System Kit for Mouse Cytokines & Chemokines (QIAGEN). Gene list included in the panel and raw data is shown in **Supplementary Table 1**. A CFX384 (Bio-Rad) or ABI 7900 (Applied Biosystems) instrument was used for the quantitative real time PCR detection.

### Pharmacokinetics study

CT26-bearing BALB/c mice were administered a single intravenous dose (5 mg/kg), and blood samples for determination of the plasma concentrations were collected at 5, 15, 30 minutes, 1, 2, 6, and 24 h after administration. Plasma concentrations of DSP-0509 were determined using an LC-MS/MS setup (LC: Shimadzu LC-10AD, LC-20AD [SHIMADZU CORPORATION]; MS/MS: API-4000, QTRAP-5500 [AB Sciex]).

### Cytokine measurement

Whole blood samples were obtained 2 h after intravenous administration of DSP-0509 at 5 mg/kg to Balb/c and TLR7KO mice, respectively. The plasma was separated from the collected blood after centrifugation. The cytokine levels were measured using a mouse IFNα ELISA kit (PBL Biomedical Laboratories), Milliplex mouse cytokine/chemokine panel (Merck Millipore) for the various other cytokines according to the manufacturer’s instructions. For human cytokine measurement, IFNα multi-subtype ELISA kit (PBL Biomedical Laboratories), Milliplex human cytokine/chemokine panel (Merck Millipore) for the IFNα2, TNFα and IL-6 according to the manufacturer’s instructions. Luminex 200 (Luminex) and Elx808 (BioTek) analyzers were used for detection of each assay.

### Flow cytometry analysis

Tumors excised from mice immediately after euthanasia were used for isolation of tumor-infiltrating lymphocytes. After cutting the tissue into 2-3 mm^3^ squares, single cells were acquired from the pieces using a mouse tumor dissociation kit (Miltenyi Biotech) and gentleMACS™ Octo Dissociator (Miltenyi Biotech). Additionally, TILs were isolated by treatment with ACK buffer to remove the erythrocytes after density-gradient centrifugation using Percoll (GE Healthcare). Flow cytometry analysis was carried out using the following antibodies: FITC-CD8a (BD 53-6.7), PerCP-Cy5.5-CD62L (eBioscience, MEL-14), PE-Cy7-CD127 (eBioscience, A7R34), FITC-CD44 (BD Pharmingen, IM7), PE-CD62L (BD Pharmingen, MEL-14), PerCP CD8a (Biolegend, 53-6.7), APC-Foxp3 (Miltenyi, 3G3), PE-Cy7-CD3e (BD Pharmingen, 145-2C11), FITC-CD3e (Biolegend, 17A2), PE-Cy7-CD11c (BD bioscience, HL3), BV510-CD4 (Biolegend, GK1.5), Fixable Viability Stain 450 (BD Horizon) and Fixable Near-IR Dead Cell Stain (Invitrogen). Foxp3/Transcription Factor Staining Buffer (eBioscience) was used for intracellular staining. To analyze flow data, Flow Jo (BD Biosciences) was used. In **Figure 4C**, the effector memory T cell population was analyzed by gating the CD62L^-^CD127^+^ population of CD8^+^ T cells after gating out FVS 450-positive dead cells and gating the lymphocyte population in the FSC/SCC plot (**Supplementary Figure 4**). In **Figure 4G**, the central memory T cell and the effector memory T cell population was analyzed by gating the CD62L^+^ CD44^+^ in CD8^+^ T cells and CD62L^-^CD44^+^ in CD8^+^ T cells respectively (**Supplementary Figure 4**).

### nCounter analysis

After tissue homogenization, RNA was extracted using a Maxwell^®^ RSC Instrument (Promega). In the nCounter analysis, a PanCancer Immune Profiling Panel (NanoString Technologies) was used to perform gene-expression analysis according to the manufacturer’s protocol. The obtained data were analyzed using nSolver 4.0 software (NanoString) and nSolver advanced analysis software (NanoString) for cell type profiling and measuring pathway scores. The list of 770 genes included in the panel and the normalized raw data of mRNA expression were described in **Supplementary Table 2**.

### Statistical analysis

Stat Preclinica Client (SAS 9.4, Takumi Information Technology Inc.) was used for statistical analysis in the *in vivo* anti-tumor studies. nSolver advanced analysis software (NanoString) was used for nCounter analysis. To compare the two groups data, unpaired two tailed t-test was conducted. *In vivo* tumor study, one-way repeated ANOVA was used and followed by Dunnet test or Tukey test was used as *post hoc* analysis. Data are presented as mean ± SEM.

## Discussion

The typical TLR7 agonists previously reported, including Imiquimod, have a structure based on the imidazoquinoline scaffold, whereas DSP-0509 has its own unique structure, which is based on the pyrimidine scaffold. Although DSP-0509 has no agonistic effect on TLR8, many TLR7 agonists with an imidazoquinoline skeleton also have agonistic effects on TLR8, suggesting that the pyrimidine backbone of DSP-0509 may contribute to its TLR7 selectivity (**Figure 1B**). Since the activating effect of TLR7 on pDCs is stronger than that of TLR8 (28), treatment with TLR7-selective DSP-0509 may pose less of a risk of systemic immune toxicity, because the induction of inflammatory cytokines, including TNFα, by DSP-0509 may be lower than that of TLR8 selective agonists. In fact, we clearly showed that DSP-0509 less induced TNFα compared to R848 of TLR7/8 dual agonist (**Supplementary Figure 1**). DSP-0509 administered i.v. had a half-life of less than 1 h and was confirmed to be rapidly excreted (**Figure 1E**). DSP-0509 is designed to have a short half-life in the body when intravenously administered to prevent excessive immune activation leading to systemic inflammatory side effect, which was the drawback of using other TLR7 agonists (29–31). In addition, the higher clearance of the drug may also be explained by organic anion transporting poly peptide (OATP), which is a DSP-0509 efflux transporter in the kidney (data not shown). Although DSP-0509 induced various inflammatory cytokine in mouse, the cytokine level is expected to be lower than that induced by R848 based on previous report (32). By balancing immunostimulatory and systemic immune side effects, DSP-0509 may possess physicochemical properties that overcome the limitations of existing TLR7 agonists. In addition, we clearly showed superior metastatic inhibitory activity of DSP-0509 compared to the that of topical treatment of imiquimod. (**Figure 3B**). We think that the metastasis inhibitory effect observed here can be one of the advantages of intravenously administering TLR7 agonists. Currently, several TLR7 agonists are being developed to reduce systemic side effects by intratumoral administration. Although intratumoral administration of the drug is expected to have anti-tumor immune activity on untreated tumors due to an abscopal effect, the effect is considered to be limited (33). On the other hand, systemic immune activation in addition to immune activation in tumor microenvironment has been reported to be critical for effective anti-tumor immune activation (34), suggesting that the potent inhibition of metastatic tumor growth by intravenous administration of DSP-0509 effectively induces systemic immune activation. We showed that anti-tumor activity of DSP-0509 was dependent on CD8^+^ T cell in tumor (**Figure 3C**). Since it is reported that the anti-tumor effect of the TLR7 agonist imiquimod is CD8^+^ T cell dependent (35), we showed that DSP-0509 has the same mechanism of anti-tumor activity. Since the anti-tumor effect of DSP-0509 was found to be T-cell dependent in the CT26 model, we analyzed the invasion of CD8^+^ T cells in pre-treatment tumors and found a tendency toward higher percentage of CD8^+^ T cells in the model in which the anti-tumor effect was observed (**Figure 3D**). However, despite the high infiltration of CD8^+^ T cells in the LLC model, DSP-0509 did not have anti-tumor activity in this model. This may be caused by lower cell-surface MHC class I expression (36). And although the infiltration of CD8^+^ T cells was low in the EMT6 model, DSP-0509 had anti-tumor effects. This may be due to mediation by immune cells other than CD8^+^ T cells. The activation of myeloid cells and NK cells in addition to the activation of cytotoxic T cells was reported after TLR7 agonist stimulation (37, 38), and the increased invasion of myeloid cells was reported in EMT6 model mice (39), suggesting immune cells other than CD8^+^ T cells contribute to the anti-tumor effects of DSP-0509 in the EMT6 model. Although several mechanisms of anti-PD-1 antibody resistance have been reported, the reported mechanisms may be overcome by combination therapy with TLR7 agonists. The mechanisms include failure of antigen presentation, failure of immune cells to infiltrate the tumor, failure of the interferon-gamma pathway in the tumor, and the contribution of immune suppressive cells (40). Thus, the combination of DSP-0509 with anti-PD-1 antibody may lead to the enhancement of the anti-tumor immune effects of anti-PD-1 antibody and even overcome resistance. In fact, the combination of DSP-0509 with anti-PD-1 antibody had an enhanced tumor-growth inhibitory effect in CT26 model mice (**Figure 4A**). In this model, a significant tumor growth inhibitory effect was observed with DSP-0509 alone, but not anti-PD-1 antibody alone. The anti-tumor activity of DSP-0509 was further enhanced by combination with the anti-PD-1 antibody, and tumor regression was complete in some animals. Therefore, it is considered that the effect of the combination was synergistic. Furthermore, we found no body weight (**Supplementary Figure 3**.) loss in this study, suggesting that DSP-0509 combined with anti-PD-1 antibody may pose less of a risk of systemic immune toxicity. When the combination of DSP-0509 and anti-PD-1 antibody was also investigated in 4T1 model mice, none of the single agents had a significant tumor growth inhibitory effect, but the combination treatment did when compared to the vehicle treatment (**Figure 4B**). Previous reports have shown that in the 4T1 tumor-bearing mouse model there were fewer CD8^+^ T cells infiltration and more infiltration of immunosuppressive cells including MDSCs. Therefore, it is known that the tumors in the 4T1 model have an immune-excluded microenvironment (41). Our data may suggest that the combination of DSP-0509 and anti-PD-1 antibody additively activates anti-tumor immune effects and leads to anti-tumor effects even in an immunosuppressive microenvironment. In CT26 model mice, the effector memory CD8^+^ T cells in TILs and peripheral blood were significantly increased by treatment with the combination of DSP-0509 with anti-PD-1 antibody (**Figures 4D and 4E**). It has previously been reported that effector memory CD8^+^ T cells are more abundant in tumors that have responded to anti-PD-1 antibody (42). We also found that the population of central memory T cell in lymph node was increased in combination group and effector memory T cell in lymph node was decreased in combination group (**Figure 4G**). Considering the lymph node and tumor analysis, we speculate that the combination of DSP-0509 with anti-PD-1 antibody induced central memory T cell in lymph node and differentiation from central memory T cell to effector memory T cell in tumor. Memory T cell formulation is not fully understood but some differentiation model has been proposed so far (43). To induce memory T cells efficiently, IL-7 and IL-15 is reported to be important role (44, 45). Interestingly, DSP-0509 induced IL-7 in BMDC (**Figure 1C**) and IL-15 was increased in combination group in CT26 nanostring data. 

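In CT26 tumors Il15, a cytokine that sustains memory CD8 T cells, had 143 ± 13.8 normalized counts (SD, n = 3) with vehicle, 189 ± 28.2 with DSP-0509, 178 ± 10.8 with anti-PD-1 antibody and 221 ± 31.9 with the combination. In the combination it rose against vehicle by a log2 fold change of 0.62 (standard error 0.16, adjusted p = 0.022 from limma). Il15ra, the receptor chain that presents IL-15 to neighboring cells, rose by 1.77 (standard error 0.34, adjusted p = 0.00837 from limma). Il7r, the IL-7 receptor gene, rose by 1.37 (standard error 0.24, adjusted p = 0.00616 from limma). Il7 itself was 210.5 ± 31.2 normalized counts with vehicle and 162 ± 5.97 with the combination (SD, n = 3 for each). This change of -0.36 did not pass (adjusted p = 0.157 from limma). Against vehicle, Il15 was 0.39 (adjusted p = 0.26) with DSP-0509 alone and 0.32 (adjusted p = 0.403) with anti-PD-1 antibody alone from limma. The combination differed in Il15 from DSP-0509 by 0.23 (adjusted p = 0.559 from limma) and from anti-PD-1 antibody by 0.30 (adjusted p = 0.535 from limma), with the opposite sign after quantile normalization (-0.0704 and -0.00696). The score of these 4 genes, of which 3 rose (3 when adjusted over the list alone), lay 0.85 above vehicle in the combination (fry adjusted p = 0.0126, adjusted p = 0.993 with an estimated correlation) and 0.59 with DSP-0509 (fry adjusted p = 0.034, adjusted p = 0.993 with an estimated correlation). The Il15 call ended without vehicle 1 or 3 or combination 2 or 3 (highest adjusted p 0.0913). Its change was 0.0213 after quantile normalization (adjusted p = 0.95) and 0.0857 when each tumor was centred on its median gene (adjusted p = 0.761). In the same settings the Il7r change was 0.64 and 0.84 (adjusted p = 0.142 and 0.0349). That of Il7 was -0.95 and -0.89 (adjusted p = 0.0211 and 0.0189). The list call in the combination ended without vehicle 1 (highest adjusted p 0.0854) and that with DSP-0509 held only when the tumor left out was vehicle 2, DSP-0509 2, anti-PD-1 antibody 1 or combination 3 (highest adjusted p otherwise 0.111).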

We think upregulation of these cytokines can induce formation of central memory T in lymph node and effector memory cells in tumor. It has also been reported that *de novo* methylation of memory-related genes inhibits differentiation into effector memory T cells when CD8^+^ T cells cannot be activated by anti-PD-1 antibody (46). Taken together with our findings, these studies indicate that the combination of DSP-0509 with anti-PD-1 antibody may have induced the demethylation of memory-related genes in CD8^+^ T cells in the tumor and induced their differentiation into effector memory T cells, but further investigation will be needed. The combination of DSP-0509 with anti-PD-1 antibody induced complete tumor rejection after rechallenge with tumor cells (**Figure 4F**). Observed significant tumor rejection can be explained by effector memory induction. Since tumor rejection was observed in the mouse after tumor resection, the combination of DSP-0509 with anti-PD-1 antibody may be used in a neoadjuvant setting in clinical trials. DSP-0509 also showed enhanced anti-tumor activity in combination with anti-CTLA-4 antibody (**Figure 5A**, **Figure 5D**). It is known that CTLA-4 is mainly expressed on CTLs (47) and Tregs (48). Since CTLA-4 on CTLs is known to inhibit CD28 signal by binding CD80/86 (49) and CTLA-4 on Treg is reported to be essential molecule for immune suppressive activity of Treg (50). Therefore anti-CTLA-4 antibody is used for cancer immunotherapy (51). To enhance anti-tumor activity, TLR agonists was combined with anti-CTLA-4 antibody both in preclinical study and clinical trial (52, 53). Based on these backgrounds, it is conceivable that the combination of anti-CTLA-4 antibody with DSP-0509 activated CTLs in the tumor microenvironment *via* activation of CTLs and Treg depletion. From the results of the analysis of gene expression in the tumor, Ifnγ and Gzmb were elevated in the combination group, suggesting that CTLs were activated in the tumor. The increased expression of Stat1, Ido1, and H2ab1 suggested that the IFNγ signal in the tumor was upregulated and accompanied by elevated IFNγ expression in CTLs (**Figure 5B**). We also found that the combination of DSP-0509 with anti-CTLA-4 antibody resulted in increased effector memory T cells in the tumor (**Figure 5C**). Since the intensity of TCR stimulation on CTLs has been reported to be critical in inducing differentiation of memory T cells (54), it is conceivable that the combination of DSP-0509 with anti-CTLA-4 antibody increased the antigen-presenting ability of DCs, resulting in increased TCR signal on CTL. Recent approach in TLR7 agonist drug discovery is focusing on tumor targeting modality including ADC and nanoparticle and so on (55–58). However, these approaches are not always succeeded so far. We think activating both systemic and tumor site is important for achieving optimal anti-cancer immunity, and we believe DSP-0509 would be a possible solution for this approach. In this study, we clarified that DSP-0509 activated the innate immune system *via* TLR7, which in turn resulted in activation of the adaptive immune system, and that it showed anti-tumor activity. It became clear that the combination with the immune checkpoint blockers had strong anti-tumor effect. Currently, DSP-0509 is in the efficacy testing stage of clinical trials (NCT03416335), and future trial results are expected.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/ under the accession number GSE216890.

## Ethics statement

The studies involving human participants were reviewed and approved by Sumitomo Pharma Ethical Committee. The patients/participants provided their written informed consent to participate in this study.

## Author contributions

YO is main corresponding author. All authors contributed to the article and approved the submitted version.

# Supplementary material for: DSP-0509, a systemically available TLR7 agonist, exhibits combination effect with immune checkpoint blockade by activating anti-tumor immune effects
**Source:** Front Immunol. 2023 Jan 30;14:1055671. doi: 10.3389/fimmu.2023.1055671
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures and Tables

## Supplementary Figure 1.

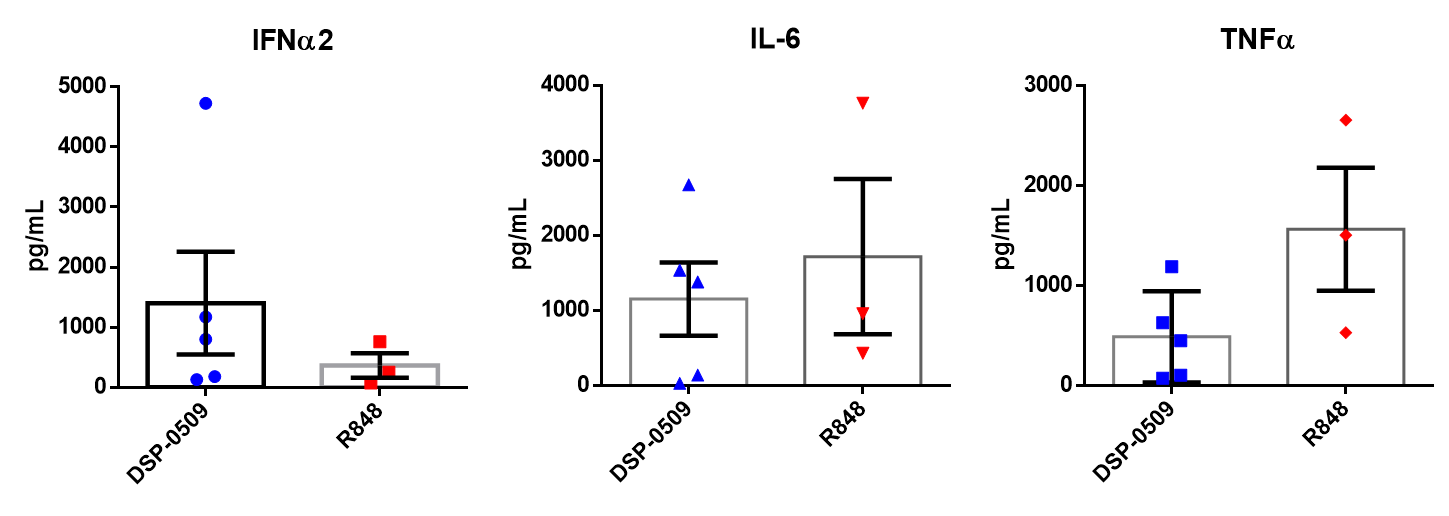

**Supplementary Figure 1.** Cytokine induction in whole blood of healthy volunteer. Human whole blood was incubated for 4 h in the presence of 1 μM of R848 or DSP-0509. Plasma cytokine concentration was measured by multiplex immune assay.

## Supplementary Figures 2.

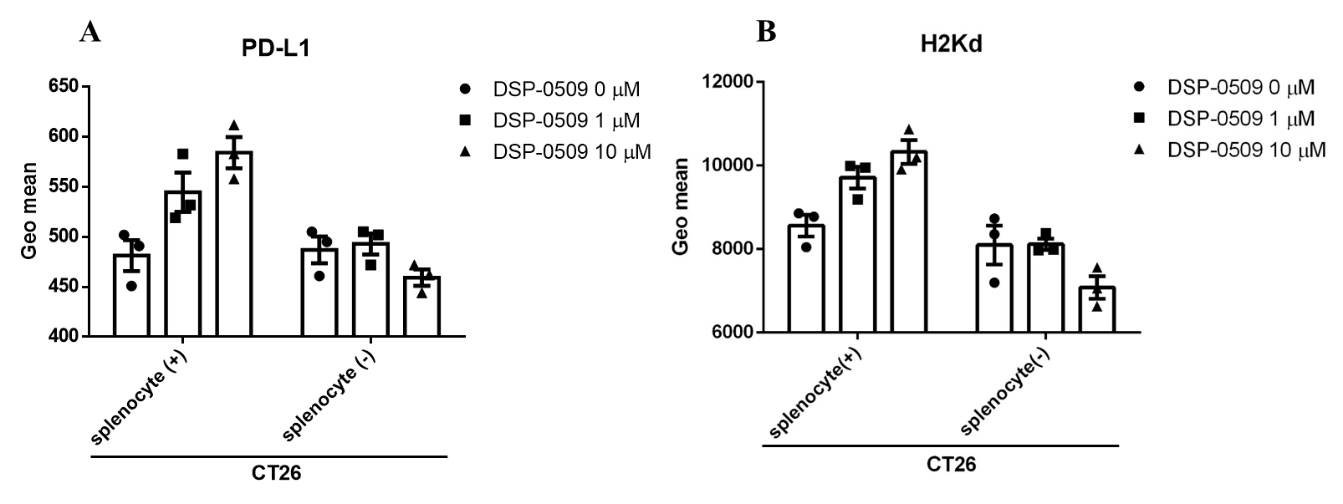

**Supplementary Figure 2.** **A.** PD-L1 expression on CT26 was analyzed by flow cytometry in the presence or absence of splenocytes treated with DSP-0509. Splenocytes were treated with each concentration of DSP-0509. Conditioned medium was added to CT26. Flow cytometry analysis was evaluated after 16 h culture. **B.** H2Kd expression on CT26 was analyzed by flow cytometry in the presence or absence of splenocytes treated with DSP-0509. Splenocytes were treated with each concentration of DSP-0509. Conditioned medium was added to CT26.

## Supplementary Figures 3.

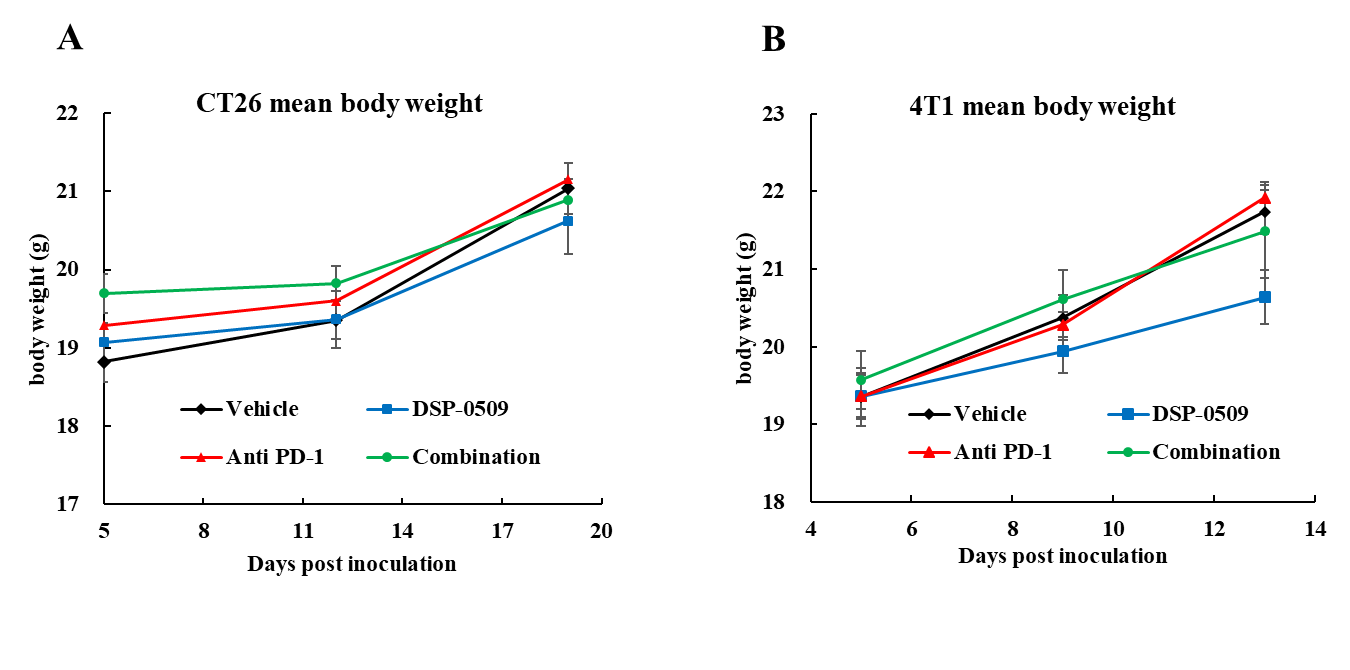

**Supplementary Figure 3.** **A.** Body weight change in CT26 model. Mice were treated with DSP-0509 and/or anit-PD-1 antibody as shown in Fig. 4A. **B.** Body weight change in 4T1 model. Mice were treated with DSP-0509 and/or anit-PD-1 antibody as shown in Fig. 4B.

## Supplementary Figure 4.

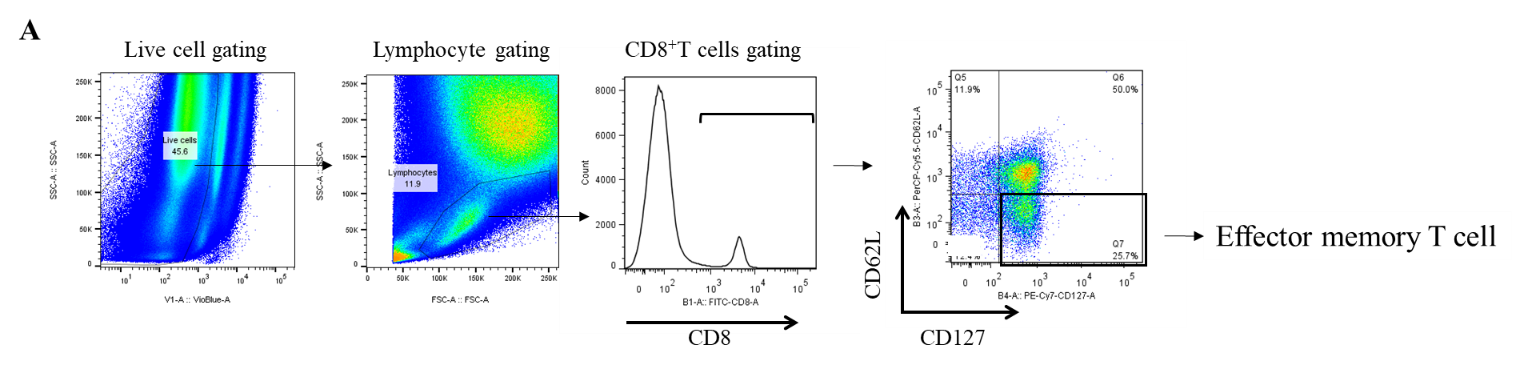

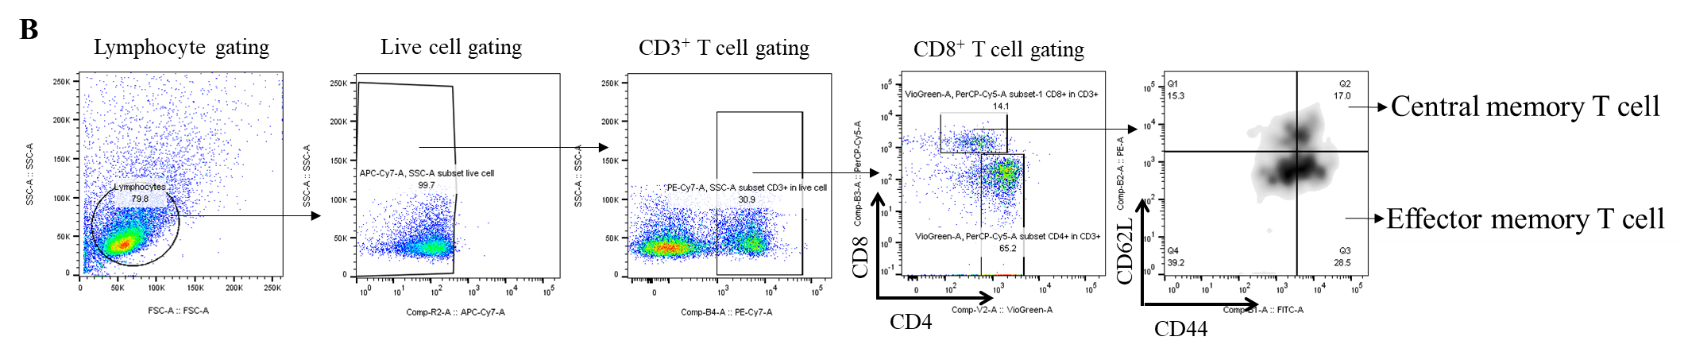

**Supplementary Figure 4.** **A.** Gating strategy for analyzing effector memory T cell in TIL in Fig 4D, 4E and Fig. 5C. **B.** Gating strategy for analyzing effector memory T cell in TIL in Fig 4G

## Supplementary Figure 5.

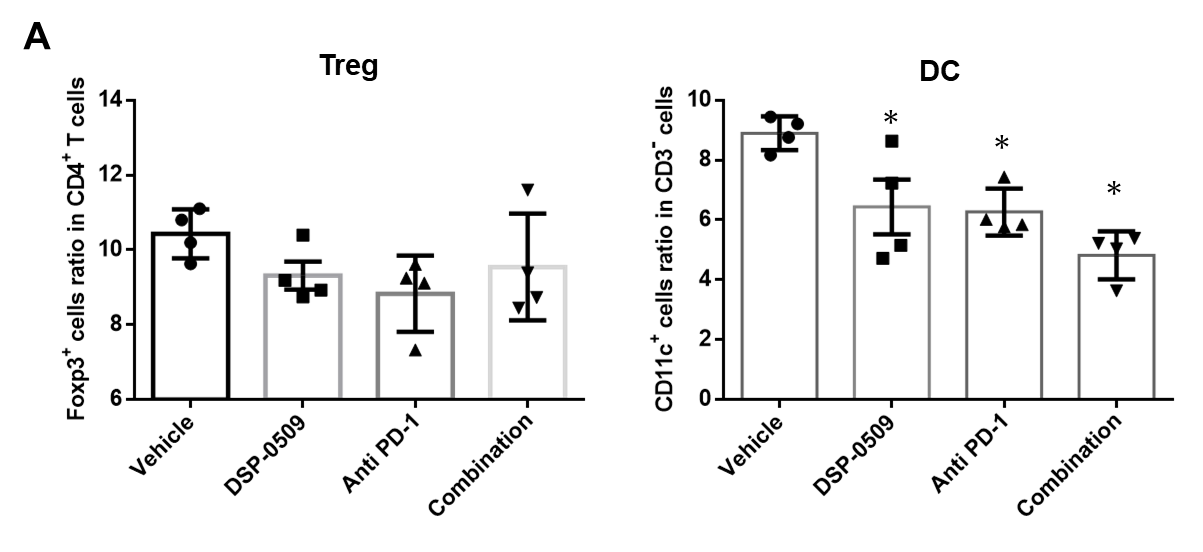

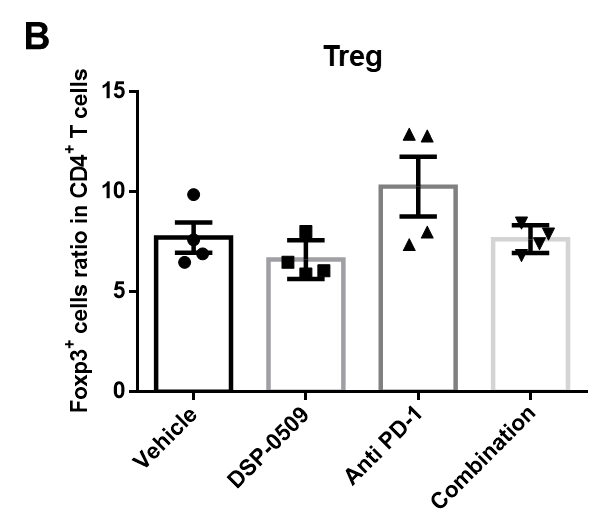

Supplementary Figure 5. Immune profiling in PBMC and lymph node in combination of DSP-0509 with anti-PD-1 antibody in CT26 model. A. Treg and DC ratio in PBMC after DSP-0509 and/or anti-PD-1 antibody treatment. Whole blood was collected at 2 h after second dose of DSP-0509 in CT26 model. B. Treg ratio in lymph node after DSP-0509 and/or anti-PD-1 antibody treatment. Axillary lymph node was collected at 2 h after second dose of DSP-0509 in CT26 model.

## Supplementary Figure 6.

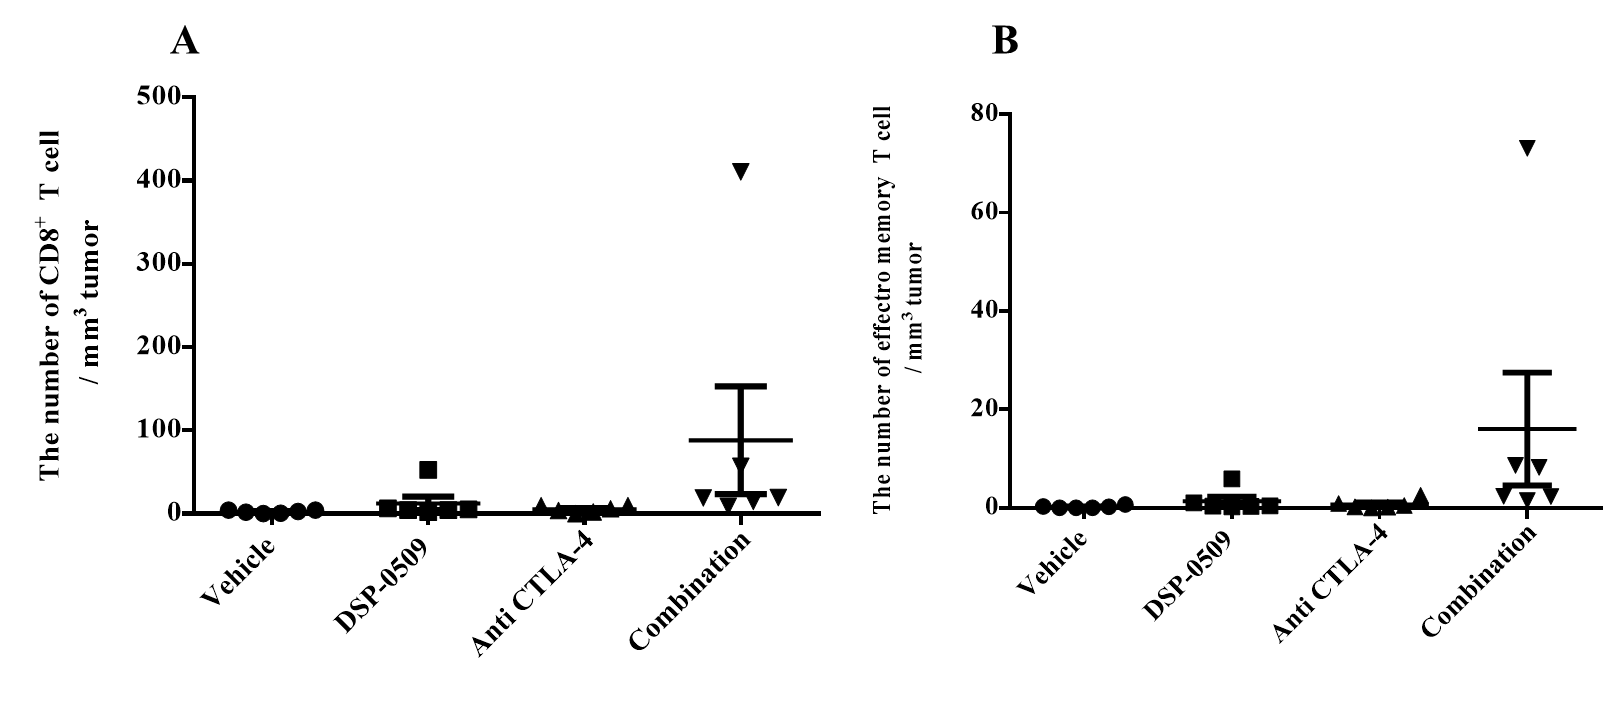

- **Supplementary Figure 6.** Infiltration of CD8^+^ T cell and effector memory T cell in CT26 tumor treated with DSP-0509 and/or anti CTLA-4 antibody. **A.** The number of CD8^+^ T cell in CT26 tumor. **B.** The number of effector memory T cell in CT26 tumor.

## Supplementary Figure 7.

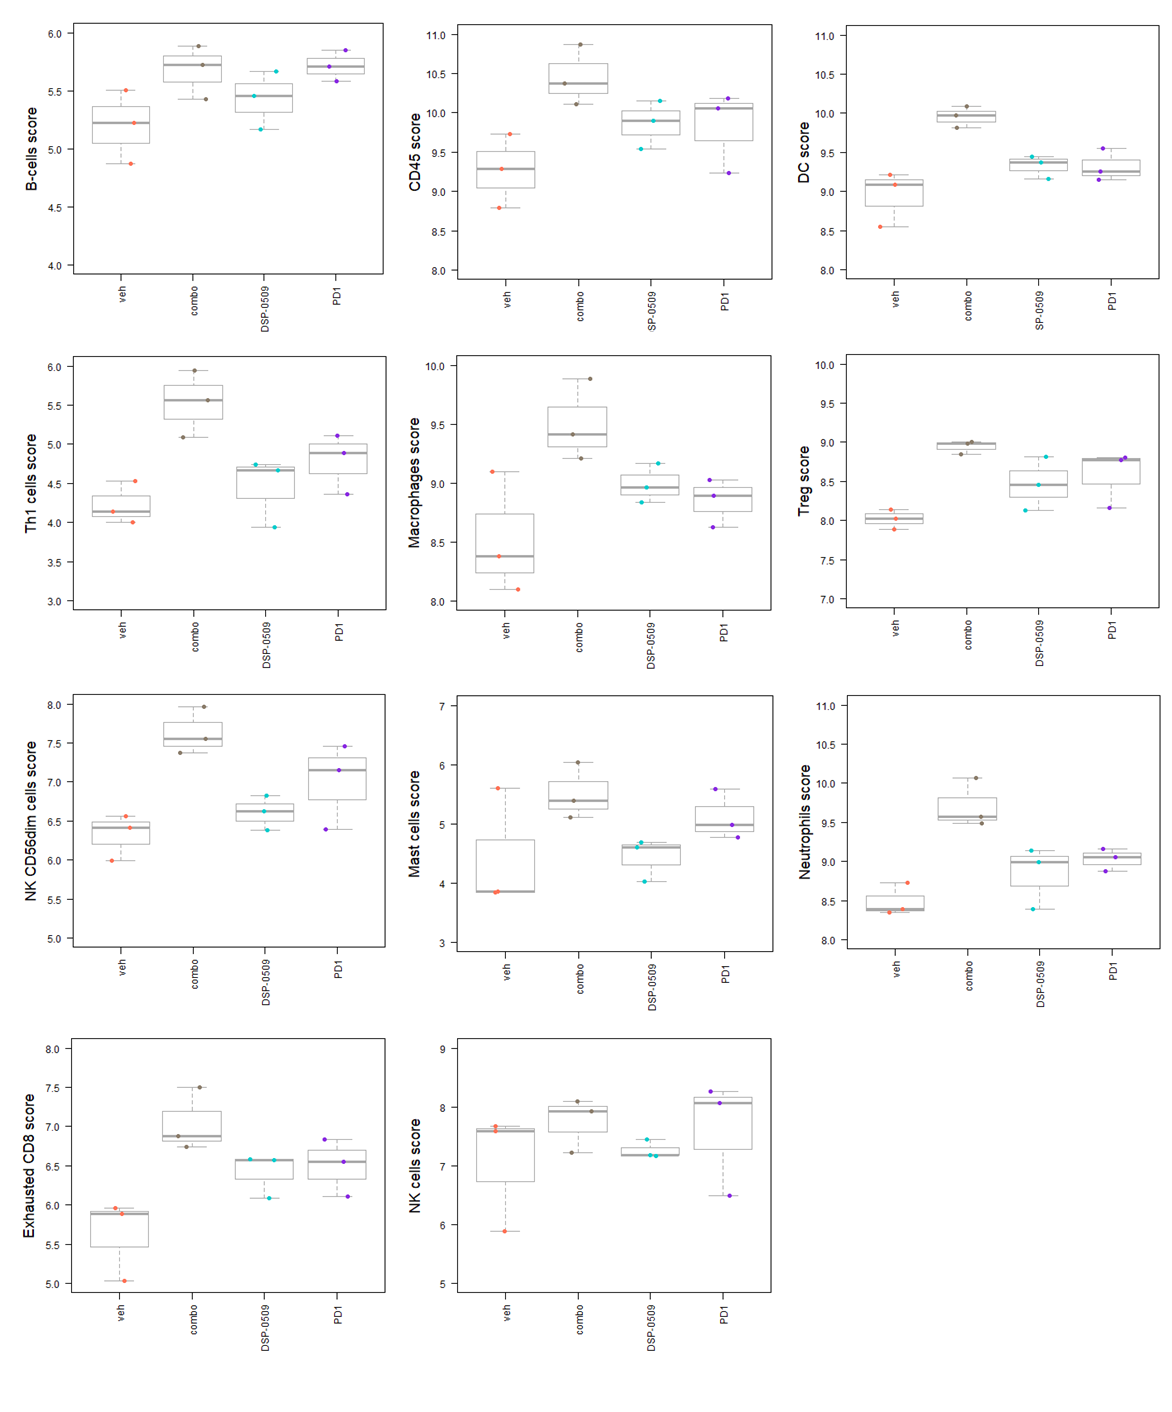

- **Supplementary Figure 7.** Cell type profiling score based on mRNA expression. mRNA was extracted from CT26 tumor treated with DSP-0509 and/or anti PD-1 antibody. Cell type score was calculated using nSolver advanced package.

## Supplementary Figure 8.
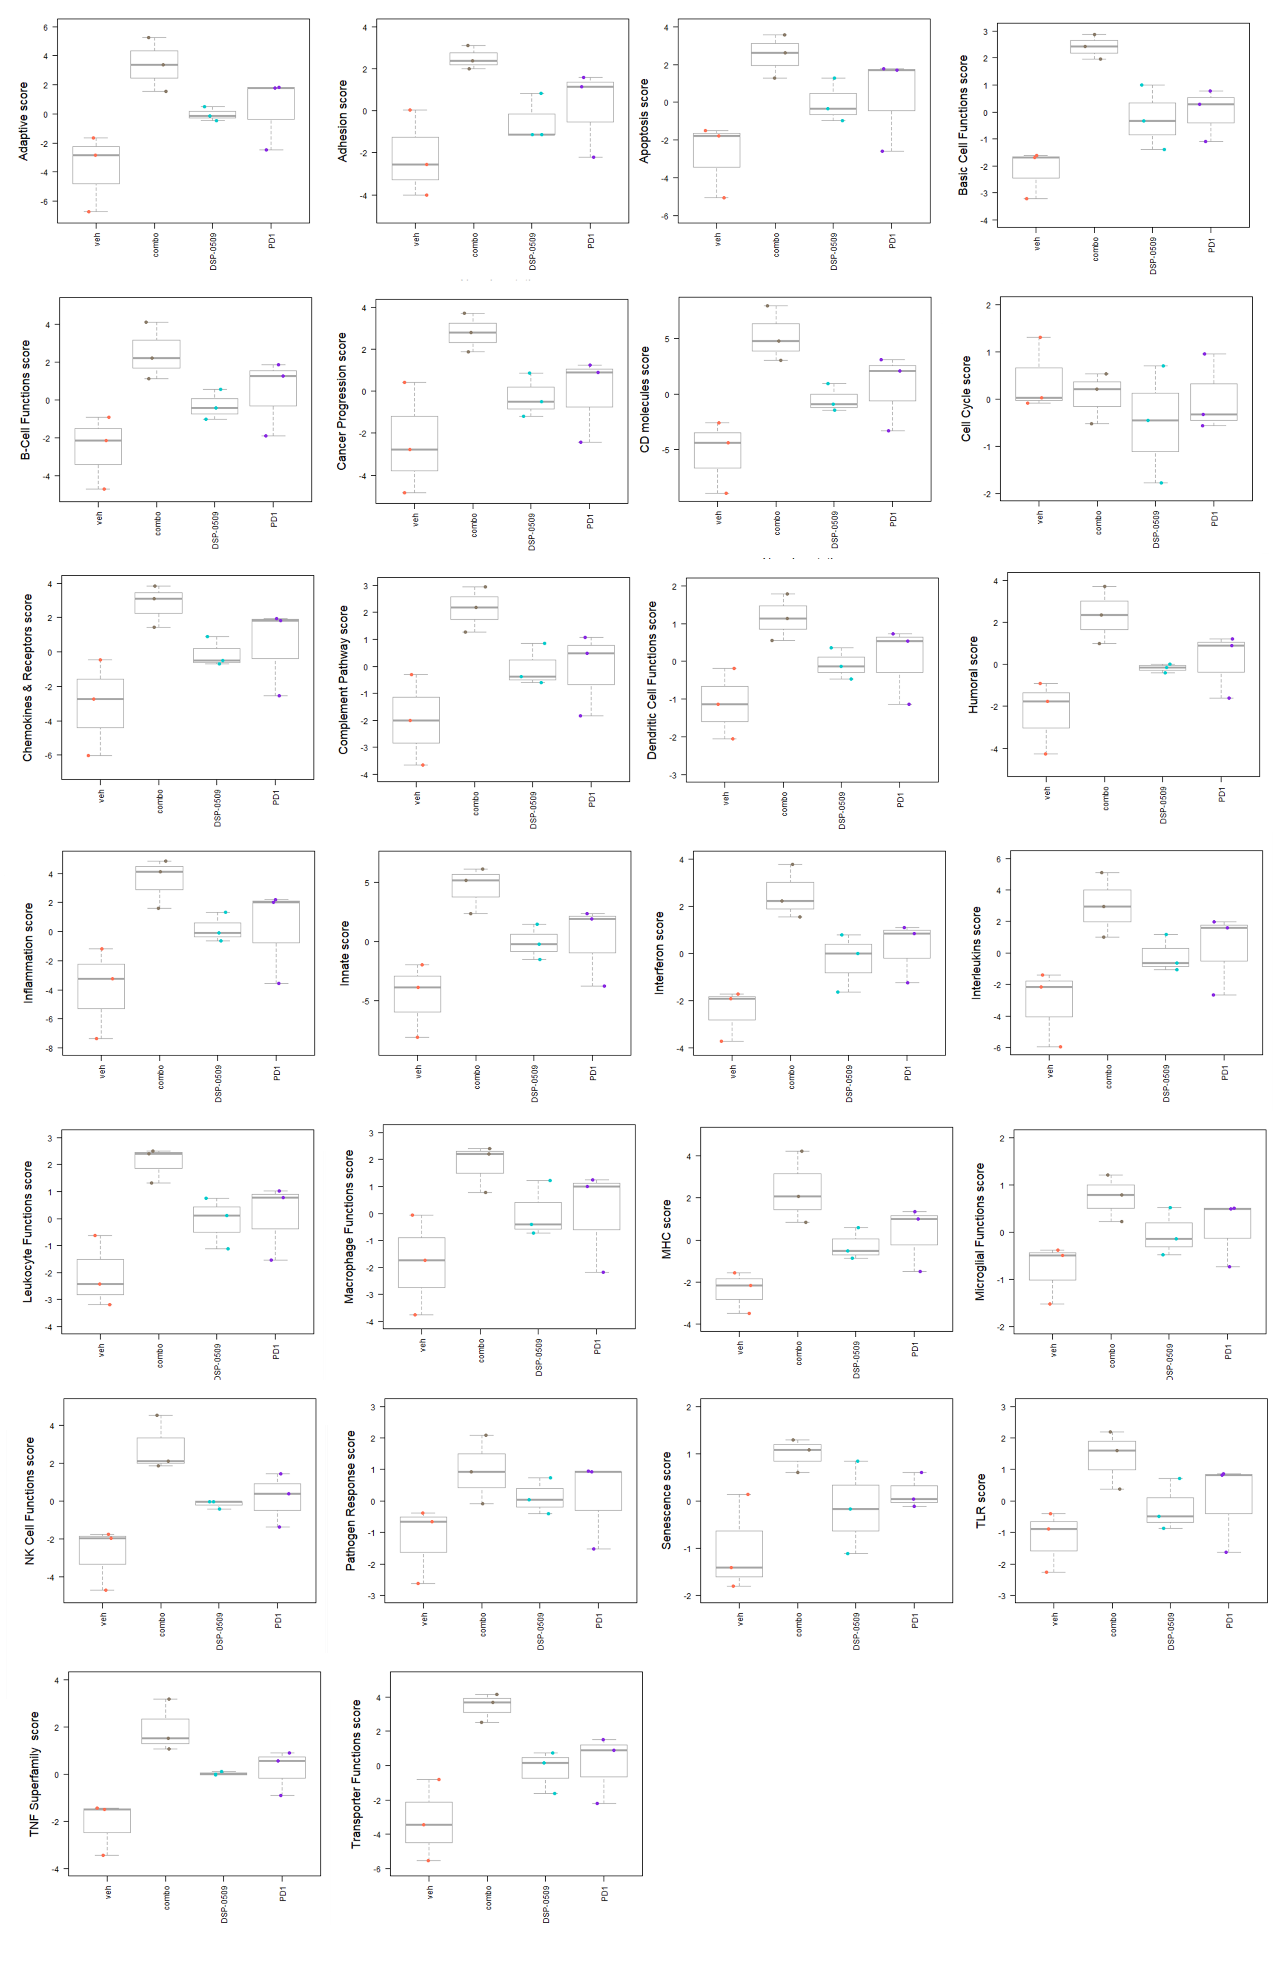

- **Supplementary Figure 8.** Pathway score analysis based on mRNA expression. mRNA was extracted from CT26 tumor treated with DSP-0509 and/or anti PD-1 antibody. Pathway score was calculated using nSolver advanced package.

How the deposited data were processed for this re-analysis (not part of the article)

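Whole CT26 tumors from 12 mice in 4 groups of 3 were measured with the nCounter PanCancer Immune Profiling panel for mouse, and each tumor is a separate mouse. The authors counted molecules on the nCounter system and normalized the counts in nSolver 4.0. The deposited values are a signal, the count of each gene multiplied by a single factor per tumor, with no background subtracted, and the 14 control probes were left unscaled. How the authors chose the factor, which housekeeping genes entered it and which threshold stands behind their volcano plots are not given in the sources used here. The deposited values equal those of Supplementary Table 2 within 4.50e-04%. Of the 770 genes on the panel, 746 were matched by accession to RefSeq gene names of GRCm38.p6, which were used for names only, 9 of them carry another symbol there, and 17 of the others are listed by symbol. The panel's symbols were kept.
Values were taken to log2(value + 1). Endogenous genes with a value of at least 20 in at least 3 tumors were tested (646 of 750). The fit was limma 3.58.1 in R 4.3.3 (lmFit and eBayes) over all 12 tumors with no covariate, with 6 comparisons of groups, the interaction of both treatments and an F test among the 4 groups, and Benjamini-Hochberg adjustment over the genes tested in each. The study's methods name nSolver Advanced Analysis for these data and an unpaired t-test, tested on both sides, for comparisons of groups, and the t-test was run as an alternative. Each group has tumors numbered 1 to 3, and no source says that a number marks a shared litter, batch or day. Deviations of same-numbered tumors from their group means correlated over 0.1 in every pair for anti-PD-1 antibody and vehicle (0.18 to 0.68), the combination and DSP-0509 (0.32 to 0.59) and the combination and anti-PD-1 antibody (0.14 to 0.69). For these 3 comparisons the fit with the replicate number as a block stands beside a result whose call it changes. This check cannot show that the numbers mark real pairs, since tumors of different numbers could also correlate over 0.1. Some results of that fit for DSP-0509 or the combination against vehicle are given as well. The check was first read over all comparisons together, where it failed, and was read for each comparison only after the calls with the block had been seen. Of 41 gene lists, 40 had a member above the filter. They are marker genes in general use and panel genes grouped by function, since the marker and pathway genes of nSolver are not given in the sources used here. A list score is a mean of log2 values per tumor. Its direction was tested with fry of limma, and with camera of limma with an estimated correlation between genes, each adjusted over lists and comparisons. Fry asks whether the genes of a list move one way on balance, and it does not compare them with other genes. Camera does make that comparison, so a list that rises with most genes of the panel need not pass it. A list that fails camera may still have risen. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.
The rule for named genes took, for each comparison with vehicle and of the combination with a monotherapy, the 8 largest rises and the 8 largest falls among genes that passed and whose 3 treated tumors all lay on one side of the 3 reference tumors, every gene that the study names for these data, the drug targets Tlr7 and Pdcd1, up to 4 members at either end of each list and all members of lists of 5 or fewer. The text names part of the genes that the rule takes and gives the rest as counts per list.
Depth ran from 750416 to 1155698 total counts per tumor (median 951162). The steps of the values were used for this depth only, and no count model was run. The method was tested on simulated data for the combination against vehicle, with 646 genes, 200 of them changed, in 10 runs of 3 tumors per group. It recovered 37.8% of the genes changed 1.5-fold, 74.2% of those changed 2-fold, 94.8% of those changed 3-fold and 97.0% of those changed 4-fold, and 4.47% of its calls were false. The simulated noise was independent between genes and tumors, and changes went up or down at random. These rates therefore do not cover the shared structure of the real tumors or an error in their scaling. Alternatives were another pseudocount (10), no filter and a filter of 50, housekeeping genes added to the genes tested, rescaling to the housekeeping genes, quantile normalization, a fit of only the groups compared, limma array weights, the t-test, Benjamini-Yekutieli adjustment, no adjustment, the replicate number as a block, each tumor left out in turn, and for lists all members without the filter and the median of log2 values. Chosen after seeing the data were centring each tumor on its median gene, background subtraction with and without rescaling to the housekeeping genes, camera under settings other than the deposited scaling, and leaving out the 4 tumors numbered 1. The qRT-PCR, flow cytometry and tumor growth data were not analysed here.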

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

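Both tests of explanations in this part, and the revisions of what they would need to show, were chosen only after the results were seen. The genes given here changed in the combination against vehicle in the test across all genes, and the paper does not discuss them for these data. Ccl5, a T cell attractant, had a log2 fold change of 2.28 (standard error 0.48, adjusted p = 0.0101 from limma) and passed whichever tumor was left out. The genes that fell were Lrrn3 at -0.79 (adjusted p = 0.0424 from limma), Msln at -0.46 (adjusted p = 0.0203 from limma) and Smad3 at -0.39 (adjusted p = 0.0409 from limma). The call of Lrrn3 held only when the tumor left out was vehicle 1 or anti-PD-1 antibody 1, 2 or 3 (highest adjusted p otherwise 0.151), that of Msln ended without vehicle 1 or 2 or combination 2 or 3 (highest adjusted p 0.0874) and that of Smad3 held only when the tumor left out was DSP-0509 1, 2 or 3 or anti-PD-1 antibody 1 (highest adjusted p otherwise 0.119). Those of Msln and Smad3 also ended after rescaling to the housekeeping genes (limma adjusted p = 0.0589 and 0.0807).
Several chemokine genes and collagen genes were among the rises, and they were grouped here only after their values were seen, with no fixed list that holds them as a set. Cxcl12 stood at 2.13 (standard error 0.48, adjusted p = 0.0142 from limma), the eosinophil attractant gene Ccl11 at 2.01 (standard error 0.56, adjusted p = 0.0297 from limma), Ccl8 at 1.92 (standard error 0.59, adjusted p = 0.0423 from limma), Col1a1 at 1.89 (standard error 0.51, adjusted p = 0.0269 from limma) and Col3a1 at 2.17 (standard error 0.66, adjusted p = 0.0413 from limma). The call of Cxcl12 ended without vehicle 1 (highest adjusted p 0.059), that of Ccl11 ended without vehicle 1 or 2 or combination 1, 2 or 3 (highest adjusted p 0.111), that of Ccl8 held only when the tumor left out was vehicle 3 or anti-PD-1 antibody 1 or 3 (highest adjusted p otherwise 0.112), that of Col1a1 ended without vehicle 1 or 2 or combination 1 or 2 (highest adjusted p 0.104) and that of Col3a1 held only when the tumor left out was vehicle 3 or anti-PD-1 antibody 1 (highest adjusted p otherwise 0.147). That of Ccl8 also ended after quantile normalization (limma adjusted p = 0.0562), and those of Ccl8 and Col3a1 when each tumor was centred on its median gene (limma adjusted p = 0.0541 and 0.0501). Of 7 fibroblast and matrix genes 3 rose (3 when adjusted over the list alone), while their score difference of 0.74 did not pass (fry adjusted p = 0.161) and the difference in the median of log2 values was -0.0388.
For this matrix pattern, overlying skin taken with the combination tumors would raise skin epithelium genes by about the change of Col1a1, but the skin epithelium score differed by 0.49 (larger group SD 0.57), which argues against it by the rule first set. The rule was changed after the value was seen, and the explanation stays open, because 2 of the 3 genes lie near the background in vehicle tumors (Epcam 34.1 ± 5.9 and Cdh1 36.4 ± 6.35 normalized counts, SD, n = 3) and Itgb4 is so high there (1209.7 ± 394) that a small share of skin would not show. A larger share of fibroblasts of every kind would raise the other fibroblast genes of the list alike. Their mean change was 0.29, which argues against it by the rule first set, on the mean alone. Fap, a gene of activated fibroblasts, was at 1.4 (standard error 0.41, adjusted p = 0.035 from limma, a call that ended after quantile normalization and centring). Pdgfrb at -0.12 (standard error 0.25), Fn1 at -0.0849 (standard error 0.21) and Twist1 at -0.0356 (standard error 0.21) did not rise. The rule was changed after the value was seen to ask it of each gene. By the changed rule Fap alone keeps a larger share of fibroblasts open, since it did not lie clearly below Col1a1 as the other genes did. A change within the fibroblasts of the treated tumors may also give the matrix pattern, which was not tested, and the dependence on vehicle 1 limits any reading.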

How the results depend on the processing

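Centring on the median gene, background subtraction, camera beyond the values as deposited and leaving out the 4 tumors numbered 1 were chosen only after the results were seen. The interaction gave 0 genes under every setting but the unadjusted p, and the IFNγ-related score of the combination against vehicle passed fry under every scaling and without any single tumor, but not camera (adjusted p = 0.906 with an estimated correlation). Camera called 0 lists in any comparison, on the values as deposited and also under each other scaling, with the block and without the 4 tumors numbered 1. Across the other results, 103 for named genes gave 2462 of 2981 values on the same side of the threshold, 369 no longer passing, 131 newly passing and 19 of opposite sign, and 41 for lists gave 695 of 938, 200, 24 and 19. Depth limits the genes near the negative control probes, which averaged up to 12.5 counts, and the cause of a changed call was not tested except where fewer tumors or another adjustment makes it. The replicate numbers failed the rule set for pairing for DSP-0509 or the combination against vehicle and between the monotherapies (lowest correlations -0.18, -0.23 and 0.0863). For the other 3 comparisons they met it. There the block changed no other call than those given beside the results, among the differences from the paper's values or in the counts of genes and lists. Meeting the rule does not show that the numbers pair the tumors, since tumors of different numbers could correlate as well. Anti-PD-1 antibody 2 correlated 0.37 with combination 3 but 0.29 with combination 2, and anti-PD-1 antibody 3 correlated 0.24 with combination 2 but 0.14 with combination 3. By number, correlations of deviations from the group means were 0.37 to 0.69 for number 1 but -0.23 to 0.55 for number 2 and -0.0406 to 0.56 for number 3, and 4, 0 and 1 of the 4 tumors of each number correlated best with their own number. Scores are log2 differences, of the combination against vehicle unless another comparison is named. With Benjamini-Yekutieli adjustment, genes called were 0 for DSP-0509 against vehicle, 20 for combination against vehicle and 4 for the F test. With limma array weights, genes called were 38 for DSP-0509 against vehicle, 165 for anti-PD-1 antibody against vehicle, 286 for combination against vehicle, 1 for combination against DSP-0509, 25 for combination against anti-PD-1 antibody, 1 for DSP-0509 against anti-PD-1 antibody and 225 for the F test, and of opposite sign were Xcl1 -0.13 and Il6 0.46. With background subtracted, genes called were 16 for the F test, and no longer passing were T cell function 1.1. With background subtracted and rescaling to the housekeeping genes, genes called were 24 for DSP-0509 against vehicle and 66 for the F test, newly passing were cytokines and receptors, combination against DSP-0509 0.47, cytokines and receptors, combination against anti-PD-1 antibody 0.44 and cytotoxic cells, DSP-0509 against vehicle 1.2, and of opposite sign were cell cycle 0.0458. With camera and an estimated correlation, which gives no other value, no longer passing were T cells 1.35, CD8 T cells 1.65, cytotoxic cells 1.47, antigen processing 0.69, cytokines and receptors 0.55, interferon-stimulated genes 0.79 and T cell function 0.87. With a filter of 50, genes called were 13 for DSP-0509 against vehicle. With the median of log2 values, of opposite sign were fibroblasts and matrix -0.0388. With each tumor centred on its median gene, genes called were 2 for the F test, no longer passing were T cells 0.82, CD8 T cells 1.11, cytotoxic cells 0.93, antigen processing 0.16, cytokines and receptors 0.0175, interferon-stimulated genes 0.26 and T cell function 0.34, newly passing were cell cycle -0.57, and of opposite sign were Lcp1 -0.10, Tnfrsf17 -0.22, Xcl1 -0.41, Ido1, combination against DSP-0509 -0.17, Il15, combination against DSP-0509 -0.10, antigen processing, combination against DSP-0509 -0.13, cytokines and receptors, combination against DSP-0509 -0.0121, B cells -0.22, neutrophils -0.30, monocytes and macrophages -0.16, endothelium -0.17, skin epithelium -0.0374, interleukins and receptors -0.0441, TLR signaling -0.11, dendritic cell maturation -0.35 and alternatively activated macrophage genes -0.13. Without the filter, genes called were 19 for the F test. With only the groups compared in the fit, genes called were 1 for DSP-0509 against vehicle and 92 for combination against vehicle. With a pseudocount of 10, genes called were 11 for DSP-0509 against vehicle, and no longer passing were T cell function 0.75. After quantile normalization, genes called were 10 for DSP-0509 against vehicle and 2 for the F test, no longer passing were T cells 0.75, CD8 T cells 1.06, cytotoxic cells 0.97, antigen processing 0.37, cytokines and receptors 0.0696, interferon-stimulated genes 0.43 and T cell function 0.33, newly passing were cell cycle -0.42, moved were the housekeeping median, DSP-0509 against vehicle -0.14 and the housekeeping median -0.46, and of opposite sign were Tlr7 -0.0257, Tnfrsf17 -0.26, Xcl1 -0.48, Ido1, combination against DSP-0509 -0.19, Il15, combination against DSP-0509 -0.0704, Il15, combination against anti-PD-1 antibody -0.00696, NK cells -0.0229, B cells -0.26, neutrophils -0.29, endothelium -0.15, skin epithelium -0.0264, interleukins and receptors -0.0176, TLR signaling -0.0935, dendritic cell maturation -0.32 and alternatively activated macrophage genes -0.0244. With the replicate number as a block, genes called were 81 for DSP-0509 against vehicle, 32 for anti-PD-1 antibody against vehicle, 250 for combination against vehicle, 1 for combination against DSP-0509, 3 for combination against anti-PD-1 antibody and 153 for the F test, and newly passing were T cells, combination against DSP-0509 0.74, antigen processing, combination against anti-PD-1 antibody 0.28, cytokines and receptors, combination against DSP-0509 0.32, cytokines and receptors, combination against anti-PD-1 antibody 0.27, T cells, DSP-0509 against vehicle 0.61, T cells, anti-PD-1 antibody against vehicle 0.90, CD8 T cells, anti-PD-1 antibody against vehicle 1.08, cytotoxic cells, DSP-0509 against vehicle 1.13 and cytotoxic cells, anti-PD-1 antibody against vehicle 0.95. After rescaling to the housekeeping genes, genes called were 28 for DSP-0509 against vehicle, 232 for combination against vehicle, 1 for combination against DSP-0509 and 83 for the F test, newly passing were antigen processing, combination against anti-PD-1 antibody 0.33, cytokines and receptors, combination against DSP-0509 0.39, cytokines and receptors, combination against anti-PD-1 antibody 0.32, T cells, anti-PD-1 antibody against vehicle 0.93, CD8 T cells, anti-PD-1 antibody against vehicle 1.11, cytotoxic cells, DSP-0509 against vehicle 1.14 and cytotoxic cells, anti-PD-1 antibody against vehicle 0.98, and of opposite sign were cell cycle 0.0503. With the methods' t-test, genes called were 0 for DSP-0509 against vehicle and 4 for combination against vehicle. At an unadjusted p under 0.05, limma, genes called were 105 for DSP-0509 against vehicle, 83 for anti-PD-1 antibody against vehicle, 244 for combination against vehicle, 64 for combination against DSP-0509, 66 for combination against anti-PD-1 antibody, 25 for DSP-0509 against anti-PD-1 antibody, 9 for the interaction and 145 for the F test. At an unadjusted p under 0.05, the methods' t-test, genes called were 70 for DSP-0509 against vehicle, 54 for anti-PD-1 antibody against vehicle, 61 for combination against DSP-0509, 55 for combination against anti-PD-1 antibody and 19 for DSP-0509 against anti-PD-1 antibody. Without the 4 tumors numbered 1, genes called were 1 for DSP-0509 against vehicle and 12 for the F test, no longer passing were T cells 1.35, CD8 T cells 1.55, cytotoxic cells 1.2, cytokines and receptors 0.49 and T cell function 0.80, newly passing were interferon-stimulated genes, combination against DSP-0509 0.58, and of opposite sign were Xcl1 -0.18 and Il6 0.038. With each tumor left out in turn, the lowest and highest values were DSP-0509 against vehicle 0 to 17, anti-PD-1 antibody against vehicle 0 to 9, combination against vehicle 59 to 174, combination against DSP-0509 0 to 2, the F test 4 to 55, Xcl1 -0.46 to 0.50, Il6 -1.09 to 0.13, Ido1, combination against DSP-0509 -0.0442 to 0.43, T cells 1.03 to 1.58, CD8 T cells 1.24 to 1.87, cytotoxic cells 1.06 to 1.82, NK cells -0.0584 to 0.88, antigen processing 0.57 to 0.79, cytokines and receptors 0.47 to 0.63, interferon-stimulated genes 0.62 to 0.88, T cell function 0.66 to 0.97, cell cycle -0.0792 to 0.00802, CD8 T cells, anti-PD-1 antibody against vehicle 0.80 to 1.29, cytotoxic cells, DSP-0509 against vehicle 0.73 to 1.48, cytotoxic cells, anti-PD-1 antibody against vehicle 0.54 to 1.3 and neutrophils -0.0718 to 0.44.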

Differences from the paper's values

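Background subtraction, with and without rescaling to the housekeeping genes, camera beyond the values as deposited and leaving out the 4 tumors numbered 1 were chosen only after the results were seen. The paper gives 38.4% of genes significantly changed with DSP-0509, 34.9% with anti-PD-1 antibody and 55.7% with the combination, and states no threshold for them. Here the shares at an adjusted p under 0.05 from limma were 0.774%, 0% and 22.0%. Of the alternatives set before the data were examined, limma array weights gave 25.5% for anti-PD-1 antibody and 44.3% for the combination, and an unadjusted p under 0.05 from limma and the replicate number as a block gave 37.8% and 38.7% for the combination, each within 1.5 times of the paper's share. The others did not, and for DSP-0509 none did, the highest being 16.3% with the unadjusted p from limma. A much looser threshold, not among these alternatives, is an adjusted p under 0.5. With it limma gave 277 genes for DSP-0509, 162 for anti-PD-1 antibody and 411 for the combination, of 646. The shares thus depend on the threshold, which the paper does not state.
For Ido1 the paper's log2 fold changes are about 2.5 in Fig. 6B for DSP-0509, about 1.9 in Fig. 6B for anti-PD-1 antibody and about 2.8 in Fig. 6B for the combination, read by eye, and here they were 1.93, 1.45 and 2.09. For Fasl the paper's values are about 1.8 in Fig. 6B, about 1.7 in Fig. 6B and about 2.7 in Fig. 6B, read by eye, against 1.09, 1.07 and 1.74 here. Of the alternatives set before the data were examined, only single left-out tumors brought a value within the spread. These were Ido1 with DSP-0509 without vehicle 2 (2.15) or DSP-0509 2 (2.13), with anti-PD-1 antibody without vehicle 2 (1.68) or anti-PD-1 antibody 1 (1.55) and with the combination without combination 1 (2.35), and Fasl with anti-PD-1 antibody without vehicle 2 (1.27). Subtracting the background, a setting chosen after seeing the values that calls 103 genes in the combination in place of 142, gave 2.34, 1.76 and 2.53 for Ido1 and 1.69, 1.58 and 2.49 for Fasl. With rescaling to the housekeeping genes as well, which calls 202 genes, they were 2.35, 1.79 and 2.61 for Ido1 and 1.71, 1.61 and 2.58 for Fasl. Of 20 of the genes that the study names for these data, 17 were called in the combination and 16 with the background subtracted.
The neutrophil score of the combination lies above that of vehicle by about 1.2 in Supplementary Fig. 7 in the difference of medians, read by eye. Here that difference of medians was -0.00389, with no alternative within the spread, for marker genes fixed here that need not be those of nSolver.
The paper states that the antigen processing, cytokine and receptor, interferon and T cell function scores were significantly higher in the combination than in each monotherapy group. Here each score was higher, by 0.20, 0.32, 0.36 and 0.41 against DSP-0509 and by 0.28, 0.27, 0.42 and 0.30 against anti-PD-1 antibody, and none passed fry. These scores are means of log2 values over lists fixed here, not nSolver's own scores, whose pathway genes are not given in the sources used. They therefore do not recompute the paper's scores. The paper does not say which test stands behind its statement on the scores. Fry was adjusted over all lists and comparisons, a stricter threshold than an unadjusted t-test of a score, which is not given here. Cytokines and receptors passed against both monotherapies after rescaling to the housekeeping genes (fry adjusted p = 0.0031 and 0.00473) and with the replicate number as a block (fry adjusted p = 0.0152 and 0.0189), and so did antigen processing against anti-PD-1 antibody (fry adjusted p = 0.0422 and 0.049). None of these passed camera (adjusted p = 0.90, 0.962 and 0.90 with an estimated correlation after rescaling, and 0.943 for each with the block). The interferon-stimulated genes passed against DSP-0509 without the 4 tumors numbered 1, a setting chosen after seeing the values (fry adjusted p = 0.0217, but adjusted p = 0.994 with an estimated correlation). The paper also states that both monotherapies increased the T cell, CD8 T cell and cytotoxic cell scores and that the combination increased them further. Each of these scores, from marker lists fixed here that need not be those of nSolver, lay in the stated direction, without passing fry. With anti-PD-1 antibody all 3 passed after rescaling to the housekeeping genes or with the block (fry adjusted p = 0.018, 0.0409 and 0.0482 with the block), with DSP-0509 the cytotoxic score passed in the same settings (fry adjusted p = 0.022 and 0.0315) and the T cell score with the block (fry adjusted p = 0.0438), and the T cell score of the combination passed against DSP-0509 with the block (fry adjusted p = 0.0336). None of these passed camera (adjusted p = 0.90 with an estimated correlation for each after rescaling and 0.943 for each with the block).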

Other observations

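The tests of the scaling, of a common rise of leukocytes and of the tumors numbered 1 were chosen only after the results were seen, and that of counting noise replaced a test by the SD between tumors, which could not decide it. The 8 genes that the study followed by qRT-PCR over time were on the panel too. At day 4, 7 of them rose in the combination (8 when adjusted over the list alone), with Gzmb at 1.7, Cxcl10 at 1.56, Ifng at 1.44 and Cd69, an early activation marker, at 0.91, while H2-Ab1 was 1.08 (adjusted p = 0.0669) from limma. The paper reports these genes by qRT-PCR in tumors of the same treatments, so their direction is not independent evidence. Their score lay 1.5 above vehicle in the combination (fry adjusted p = 0.00588, adjusted p = 0.906 with an estimated correlation), 1.01 with DSP-0509 (fry adjusted p = 0.0217, adjusted p = 0.906 with an estimated correlation) and 0.90 with anti-PD-1 antibody (fry adjusted p = 0.0294, adjusted p = 0.906 with an estimated correlation). The list call with DSP-0509 ended without vehicle 1, DSP-0509 3 or combination 2 (highest adjusted p 0.105), and that with anti-PD-1 antibody ended without vehicle 1 or 3, DSP-0509 3, anti-PD-1 antibody 2 or 3 or combination 2 (highest adjusted p 0.105). The call of Ifng ended without vehicle 1 or 2 or combination 3 (highest adjusted p 0.0925) and that of Cd69 held only when the tumor left out was vehicle 2 or 3, DSP-0509 1, anti-PD-1 antibody 1 or combination 1 (highest adjusted p otherwise 0.147). After quantile normalization the calls of Ifng and Cd69 ended (limma adjusted p = 0.067 and 0.408), and that of Cd69 also ended with each tumor centred on its median gene (limma adjusted p = 0.185). Tlr7, the target of DSP-0509, was 0.40 (adjusted p = 0.559) with DSP-0509 and 0.61 (adjusted p = 0.252) with the combination from limma, -0.0257 in the latter after quantile normalization. Of 10 NK receptor genes 2 rose in the combination (6 when adjusted over the list alone), Klrc1 by 1.64 and Klrd1, its CD94 partner, by 1.51, and their score difference of 1.01 did not pass (fry adjusted p = 0.0729). The call of Klrc1 ended without combination 3 (highest adjusted p 0.0514) and that of Klrd1 ended without vehicle 1 or combination 3 (highest adjusted p 0.0854).
Of 9 genes of dendritic cell maturation 1 rose (1 when adjusted over the list alone), the co-stimulatory receptor gene Cd40 by 1.1, with a score difference of 0.19 (fry adjusted p = 0.262) that was -0.32 after quantile normalization. That score was 6.81 ± 0.25 in vehicle tumors, 6.72 ± 0.059 with DSP-0509, 7.15 ± 0.15 with anti-PD-1 antibody and 7.00 ± 0.056 with the combination (SD, n = 3 for each). Of 6 genes of alternatively activated macrophages 1 rose (1 when adjusted over the list alone), the chitinase-like gene Chil3 by 1.05, with a score difference of 0.40 (fry adjusted p = 0.30) that was -0.0244 after quantile normalization. The call of Cd40 ended without vehicle 1 or combination 2 or 3 (highest adjusted p 0.0674) and that of Chil3 held only when the tumor left out was DSP-0509 1, anti-PD-1 antibody 1, 2 or 3 or combination 3 (highest adjusted p otherwise 0.111). After quantile normalization the calls of Cd40 and Chil3 ended (limma adjusted p = 0.157 and 0.212), and that of Chil3 also ended with each tumor centred on its median gene (limma adjusted p = 0.274). Among markers of cells other than leukocytes, limma called 0 of 7 endothelial genes (1 at an unadjusted p under 0.05), 0 of 3 lymph node stroma genes (1 unadjusted, 1 when adjusted over the list alone) and 0 of 3 skin epithelium genes (0 unadjusted). Their score differences in the combination were 0.37 (fry adjusted p = 0.72), 0.96 (fry adjusted p = 0.20) and 0.49 (fry adjusted p = 0.477), and the endothelial and skin scores lay below vehicle after quantile normalization (-0.15 and -0.0264).
Whether both treatments together changed a gene by more or less than the sum of their separate changes was tested as an interaction. Limma called 0 genes (9 at an unadjusted p under 0.05). Ido1 had the smallest p, with an interaction of -1.29 on the log2 scale (standard error 0.40, unadjusted p = 0.00935 and adjusted p = 0.9996 from limma), which lies below the sum. No list passed either (lowest fry adjusted p 0.978), and the IFNγ-related score had an interaction of -0.45 (fry unadjusted p = 0.217).
Other splits of the samples into groups of the same sizes were set beside the counts. For the combination against vehicle the real split gave 142 genes and the other splits at most 0 (1 of 10 splits as large), for DSP-0509 against vehicle 5 and at most 0 (1 of 10), and for anti-PD-1 antibody against vehicle 0 and at most 36 (10 of 10), and 10 splits are too few for a share under 0.05. The split with 36 genes set vehicle 1, vehicle 2 and anti-PD-1 antibody 1 against the rest, which points to a structure of the samples. For each of the other comparisons of groups the real split and the other splits gave 0 (10 of 10). The F test among the 4 groups called 35 genes, and 2 of 100 regroupings gave as many, the real one included, a share that speaks only for all 12 tumors with the deposited scaling. The count fell to 4 without vehicle 1 and lay under 35 for 11 of the 12 tumors left out in turn, and it was 2 after quantile normalization and 2 when each tumor was centred on its median gene. The highest other regrouping called 125 genes, and what it follows was not tested. For the interaction 100 of 100 regroupings gave 0 or more genes, with at most 31, and since the real count is 0 these splits decide nothing about it.
Nearly all genes called in the combination rose. If leukocytes of every kind had risen alike, the T cell score and the monocyte and macrophage score would have moved by the same amount, but the former rose by 0.98 more (larger group SD 0.35). This argues against an equal rise for these lists only. The exact permutation test gave p = 0.1, the lowest it can give. The separate macrophage list, at 0.82 above vehicle, was not set against the T cell score. A scaling that shifted every gene of the combination tumors up cannot be told apart from a true rise of most genes on an immune panel. Centring each tumor on its median gene, chosen after quantile normalization had given 67 higher and 63 lower, left 0.463 genes called higher for each gene called lower, which by the rule set for it fits such a shift, but the verdict was changed to open after the value was seen, because centring takes out a true common rise as well. The housekeeping genes, at a median of -0.12 in the combination, do not settle it either, since they may have entered the authors' factor.
The tumors numbered 1, singled out after this was seen and so given no p, deviated from their group means together, with 340 of 646 genes (52.6%, against 22.6% for number 2 and 31.7% for number 3, where chance gives 12.5%) on the same side in all 4 groups, higher neutrophil scores (by 0.78 over the other tumors) and Cxcl1 (1.4 from the group mean), and lower scores of NK cells (-1.18) and of monocytes and macrophages (-0.66). In these tumors the gene furthest from the group means was Cfd (-2.65). Counting errors of separate tumors are independent and would leave their deviations uncorrelated, but over 175 genes with a mean over 1000 normalized counts the lowest correlation among the 6 pairs of these tumors was 0.42, which argues against counting noise as the cause. A shared batch cannot be told apart, because no source gives a day, cage or run, and over all genes tested that lowest correlation was 0.37. More neutrophil RNA in these tumors stays open too, since the neutrophil score, highest in the tumor numbered 1 in 4 of 4 groups, is itself part of the pattern and cannot test it. The design names no difference between the numbers, so no biological explanation was tested.
DSP-0509 3 had the lowest total (750416 counts), the lowest positive control signal (1085, where the other tumors had at least 1356) and a skin epithelium score of 8.28, where the group's other tumors had 6.57 and 7.45.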
